# Construction of developmental lineage relationships in the mouse mammary gland by single-cell RNA profiling

**DOI:** 10.1038/s41467-017-01560-x

**Published:** 2017-11-20

**Authors:** Bhupinder Pal, Yunshun Chen, François Vaillant, Paul Jamieson, Lavinia Gordon, Anne C. Rios, Stephen Wilcox, Naiyang Fu, Kevin He Liu, Felicity C. Jackling, Melissa J. Davis, Geoffrey J. Lindeman, Gordon K. Smyth, Jane E. Visvader

## Abstract

The mammary epithelium comprises two primary cellular lineages, but the degree of heterogeneity within these compartments and their lineage relationships during development remain an open question. Here we report single-cell RNA profiling of mouse mammary epithelial cells spanning four developmental stages in the post-natal gland. Notably, the epithelium undergoes a large-scale shift in gene expression from a relatively homogeneous basal-like program in pre-puberty to distinct lineage-restricted programs in puberty. Interrogation of single-cell transcriptomes reveals different levels of diversity within the luminal and basal compartments, and identifies an early progenitor subset marked by CD55. Moreover, we uncover a luminal transit population and a rare mixed-lineage cluster amongst basal cells in the adult mammary gland. Together these findings point to a developmental hierarchy in which a basal-like gene expression program prevails in the early post-natal gland prior to the specification of distinct lineage signatures, and the presence of cellular intermediates that may serve as transit or lineage-primed cells.

## Abstract (web summary)

The mammary epithelium comprises two cell lineages but the heterogeneity amongst these during development is unclear. Here, the authors report single-cell RNA sequencing of the mouse mammary epithelium at four developmental stages, revealing diversity in both compartments and a transcriptional shift with puberty onset.

## Introduction

The mammary gland is a remarkably dynamic organ whose epithelium undergoes dramatic changes during morphogenesis and the reproductive cycle. Architecturally, the epithelium comprises two primary cellular lineages: an inner layer of luminal cells that surround the lumen and an outer layer of myoepithelial cells that lie in a basal position adjacent to the basement membrane. Cumulative evidence based on transplantation, colony-forming assays, and lineage tracing studies in mouse models indicates the presence of stem and committed progenitor cells that lie upstream of the mature epithelial cell types (myoepithelial, ductal luminal, and alveolar luminal) resident in the ductal tree^1, 2^. However, little is known about the spatio-temporal regulation of molecular pathways important for lineage specification in the mammary gland, thus highlighting the need for more refined transcriptional mapping studies.

Morphogenesis of the mammary gland occurs through distinct stages, with the majority of development taking place in the post-natal animal^3^. At birth, a rudimentary ductal tree exists and extends by allometric growth until puberty. During this stage, the epithelium undergoes massive expansion to form a highly elaborate and branched ductal tree that characterizes the adult gland. Ductal elongation and branching during puberty is largely driven by terminal endbuds (TEBs) located at the termini of the growing ducts. The gene expression portraits of different mammary epithelial cell types have been described at a population level^4–8^ but not at the single-cell level. Hence, a comprehensive understanding of heterogeneity within the different epithelial populations is lacking.

The global analysis of transcriptomes at the single-cell level has emerged as a powerful tool to understand cellular heterogeneity and genomic states. Such studies have provided valuable insights into lineage relationships, rare cellular subsets, and novel biomarkers for diverse organs. For example, single-cell RNA-seq (scRNA-seq) analysis of cerebral cortex cells from the developing brain^9^, developing heart^10^, the adult mouse forebrain^11^, lung epithelium^12^, intestinal cells^13^, olfactory neurons^14^, and pancreatic cells^15^ has revealed novel cellular subsets based on transcriptional and/or signaling pathways. Moreover, this methodology has been utilized to follow the induction of mouse embryonic fibroblasts to neuronal cells, identifying distinct intermediate stages during reprogramming^16^. The identification of lineage-primed or multipotent cells through single-cell analysis of haematopoietic^17, 18^, pancreatic^19^ and intestinal cells^20^ has provided important insights into rare cellular states.

Here we present comprehensive single-cell transcriptomes of epithelial cells in the post-natal mouse mammary gland at different developmental stages spanning pre-puberty, puberty, adulthood and pregnancy, as well as at different points of the estrus cycle. Transcript profiling was performed on two different platforms: the 10X Genomics Chromium System^21^ for large-scale analyses and the Fluidigm C1 platform for high-resolution sequencing. Determination and compilation of the transcriptomes of individual cells across distinct developmental stages revealed that a major transcriptional switch occurs at the onset of puberty from a relatively homogeneous to heterogeneous landscape. In the adult mammary gland, the luminal compartment was more stratified than the basal population, but rare basal subsets could be delineated. Interestingly, mixed-lineage intermediates poised towards a luminal fate were identified in purified basal cells of the adult as well as in pubertal and pregnant mammary glands. Collectively, these single-cell datasets spanning different developmental stages provide a valuable resource to decipher regulatory decisions in the mammary epithelium executed at the single-cell level.

## Results

### Reprogramming of the epithelial transcriptional landscape at puberty

To explore changes in cell diversity in the mammary epithelium during post-natal gland development (Fig. 1a), we performed scRNA-seq. We employed the Fluidigm C1 platform for single-cell capture to achieve in-depth expression profiling of individual mammary epithelial cells through different developmental stages (Supplementary Table 1). Combined with Illumina sequencing, this platform allowed us to assign up to 2 million read-pairs and to detect up to 8000 genes per cell (Supplementary Fig. 1a). The presence of a single cell per capture site was confirmed by direct visualization prior to sequencing.

**Fig. 1:**
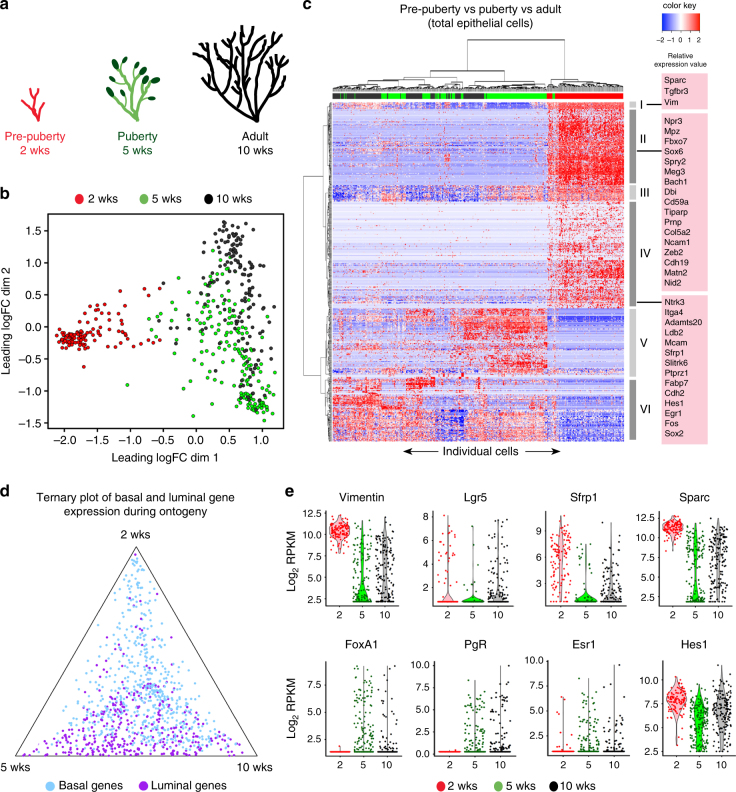
Acquisition of molecular heterogeneity in the mammary epithelium during puberty. **a** Schematic diagram of the mammary gland at pre-puberty (2 weeks; red), puberty (5 weeks; green, with TEBs in dark green) and adulthood (10 weeks; black). **b** Multidimensional scaling plot of scRNA-seq profiles. Total epithelial cells were collected at pre-puberty, puberty, and adulthood and profiled using the Fluidigm C1 platform. Distances on the plot correspond to leading log2-fold changes between cells. The first plot dimension (*x*-axis) clearly separates pre-pubertal cells from those in puberty or adult glands. Pre-puberty, 12 mice; puberty, 6 mice; adult, 4 mice per sort; three independent experiments. **c** Gene expression heatmap of the same 460 single cells shown in **b**. Rows correspond to the top 500 DE genes across the three developmental stages. Columns correspond to cells colored by stage as in **a** and **b**, indicated by bars at the top. Major gene clusters I to VI are highlighted in the side column; Supplementary Table 2 lists genes in these clusters. Selected genes are shown for clusters I, II, and IV, comprising genes specifically expressed at 2 weeks. Heatmap values are log expression scaled by row (red = high expression; blue = low expression). **d** Ternary plot showing relative expression of selected genes in the three developmental stages. For each gene, expression was averaged over all cells at each stage. Most genes known to be luminal-specific (purple) are strongly upregulated in cells from 5 and 10-week-old glands while different basal-specific genes (sky blue) are expressed at different developmental stages. Genes correspond to the top 1000 DE genes from Fu et al. 2015^22^. **e** Violin plots showing gene expression of selected genes for each cell by developmental stage. Vertical axis shows expression as log2-RPKM

We began by examining molecular heterogeneity in the mammary epithelium as the gland transitions from a rudimentary state in the early post-natal gland (2 weeks i.e. 14 days) to a developing tree in mid-puberty (5 weeks) and a highly branched ductal network in the adult (10 weeks) (Fig. 1a). An unsupervised plot of distances between the single-cell transcriptomes of 460 cells spanning the three developmental stages revealed a clear separation between pre-pubertal epithelial cells and those from pubertal or adult mice (Fig. 1b). A leading fold-change of more than 4-fold separates most pre-pubertal cells from the 5 or 10 week clusters. Pre-pubertal cells are relatively homogeneous whereas pubertal and adult cells are spread over a wider range and show more overlap (Fig. 1b). To understand the major genes driving these dramatic transcriptional differences, we clustered the cells using the most differentially expressed (DE) genes across the three developmental stages (Fig. 1c). Genes that were highly expressed in the pre-pubertal gland included the known basal genes *Vimentin (Vim), Ncam1*, the secreted matrix protein *Sparc*, the Wnt pathway modulator *Sfrp1*, and the transcriptional regulators, *Zeb2*, *Sox6*, *Egr1*, *Fos*, *Ldb2*, and *Bach1* (Gene clusters I, II, and IV in Fig. 1c; Supplementary Table 2). Gene cluster III included *Nras*, *Pten*, *Nf1*, and *Gsk3b* and is interesting in that it is expressed in both pre-pubertal cells and most pubertal cells but not in adult cells. Genes restricted to pubertal and adult mammary glands are discussed below.

To further interpret the lineage switches that occur upon ductal morphogenesis, we examined the behavior of genes identified in previous studies^22^ (Supplementary Table 3) to distinguish the basal/myoepithelial (denoted basal from hereon) and luminal lineages in the mammary gland. This revealed that basal gene expression occurs throughout all three developmental stages whereas expression of almost all luminal genes is confined to puberty and adulthood (Fig. 1d). Indeed, gene cluster V in the heatmap highlights the expression of definitive luminal genes (e.g., *Epcam, Keratin (Krt)8/18/19*) from puberty onwards (Fig. 1c; Supplementary Table 2). Violin plots of gene expression (Fig. 1e) illustrate that most pre-pubertal cells express abundant *Vim*, *Lgr5*, *Sfrp1*, *and Sparc* transcripts, whereas luminal lineage determinant genes such as the estrogen and progesterone receptors (*Esr1*, *PgR*) and *FoxA1* were expressed at low levels. By contrast, the Notch pathway effector gene *Hes1* was found in the majority of cells in 2-week-old mammary glands. Thus, a basal gene expression program prevails in pre-pubertal epithelial cells.

Interestingly, different sets of basal genes were expressed through pre-puberty, puberty, and adulthood, and a substantial subset was specific to early post-natal glands (Fig. 1c). To explore this further, we clustered individual cells according to their expression of basal and luminal lineage genes^22^ (Supplementary Fig. 1b). This confirmed that early post-natal cells were highly enriched for basal-specific genes, yet harbored a signature distinct from that of basal cells isolated from pubertal or adult glands (Supplementary Fig. 1b, c). Many cells in pre-puberty expressed elevated levels of basal-specific genes (e.g., *Sparc*, *Ngfr*, and *Erbb3*), whereas other basal genes were more highly expressed in pubertal and adult glands, such as the transcription factors *Trp63*, *Id4*, and *Snai2*, the Wnt inhibitory factor *Dkk3*, and myoepithelial contractile/cytoskeletal proteins including *Myh11* and *Acta2* (smooth muscle actin). These data are consistent with the presence of a unique basal-like gene expression program in the early post-natal gland (14 day old) prior to the establishment of distinct luminal and basal lineage-specific differentiation programs near the onset of puberty.

Although the ductal tree is bilayered at 2 weeks, with distinct inner cuboidal cells and outer elongated cells, the largely homogeneous gene expression pattern of epithelial cells at the pre-pubertal stage suggests that they lie in an immature state. Indeed, confocal whole-mount 3D image analysis of pre-pubertal glands for expression of the canonical basal (Krt14 and Vim) and luminal markers (Krt8/18) revealed sporadic expression of basal proteins within the luminal layer of the distal ductal branches (Fig. 2a). Vimentin levels were examined as this is one of the most highly expressed genes in 2-week-old glands. The expression of basal markers in luminal cells is compatible with the scRNA-seq data that shows widespread expression of these genes across individual cells in the pre-pubertal gland. As anticipated, in the adult gland, Krt14 and Vimentin were exclusively expressed in the outer myoepithelial layer (Fig. 2a). Although E18.5^23, 24^ and newborn mammary glands^25^ frequently co-express Krt8 and Krt14, the ductal tree is not well-defined at these stages and does not comprise elongated myoepithelial cells^26^, which are evident by 2 weeks of age. Western blot analysis of individual cells^27^ from pubertal and adult mammary glands using the Milo system confirmed strong co-expression of Krt8/18 and Krt14 in ~13% of pre-pubertal epithelial cells but not in adult basal cells (Supplementary Fig. 1d).

**Fig. 2:**
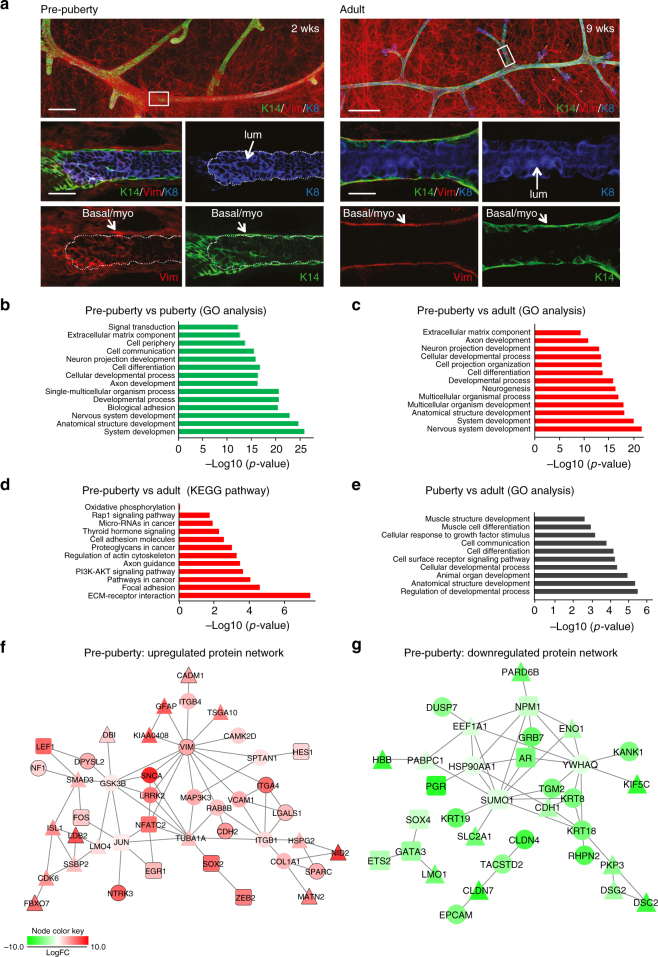
The majority of pre-pubertal epithelial cells exhibit a unique basal-like signature. **a** Whole-mount confocal 3D images (top panels) and optical sections (middle and bottom panels) of intact mammary ductal trees immunolabeled for Keratin 14 (green), Vimentin (red), and Keratin 8/18 (blue). Mammary glands were collected at 2 (left panels) and 9 weeks of age (right panels). Scale bars, 200 µm (top panels); 20 µm (bottom panels) (*n* = 3 mice per time point). Basal/myo indicates basal/myoepithelial cells in the outer layer. **b** Gene ontology terms upregulated in 2 vs. 5 week epithelial cells, based on differential expression analysis of the scRNA-seq profiles. **c** Gene ontology terms upregulated in 2 vs. 10 week epithelial cells. **d** KEGG pathways upregulated in 2 vs. 10 week epithelial cells. **e** Gene ontology terms downregulated at 5 vs. 10 weeks. **f** Protein interaction subnetwork of selected genes upregulated (red) in pre-pubertal cells relative to puberty. Node shape represents protein function (circle = signal transduction; square = transcription factor; rounded square = dual function, and triangle = none of the above). **g** Protein interaction subnetwork of selected genes downregulated (green) in pre-pubertal cells relative to puberty

### Predicted changes in protein interaction networks during ontogeny

Gene ontology and KEGG analyses of gene expression signatures derived for the different developmental stages showed that pre-pubertal cells were enriched for signaling pathways involved in developmental processes, anatomical structure, axon development, and cell projection organization relative to pubertal and adult epithelial cells (Fig. 2b–d). Interestingly, axon guidance molecules have been implicated in maintaining cell proliferation and adhesion during normal mammary gland development^28, 29^. Conversely, comparative analysis of 5 vs. 10 weeks revealed significant downregulation of developmental and anatomical processes and muscle differentiation pathways in pubertal cells (Fig. 2e).

We next integrated DE genes between the different developmental stages with protein–protein interaction data for the corresponding human orthologues (Methods section) to identify potential biological interactions that regulate the transition of epithelial cells through ontogeny. Our analysis focused on 1796 mouse genes (with 1673 human orthologues) that were DE (FDR < 0.001) between 2 and 5 weeks. We identified direct interactions among the proteins and annotated the resulting network with functional associations drawn from the gene ontology to identify parts of the network involved in signal transduction and transcriptional regulation, using Cytoscape analysis. The networks of transcription factors (TFs) and signal transducers (STs) that are DE between pre-puberty and puberty reveal potential mechanisms involved in driving ontogeny and are consistent with our previous studies^5^ (Fig. 2f, g; Supplementary Fig. 2a, b). Notably, the basal marker Vimentin, which is upregulated in pre-pubertal epithelial cells vs. those in puberty, forms a major hub in both the main network and the network of STs and TFs (Fig. 2f, Supplementary Fig. 2a). Interestingly, Vimentin interacts directly with other basal proteins highly expressed in pre-pubertal epithelium such as VCAM1, ITGB4/A4, CAMK2d, MAP3K3, and GSK3B, and the TF NFATC2. Upregulated networks implicated in indirect interactions via the vimentin node included several extracellular components (Collagen type 1, SPARC, Matrilins (MATN2)), the tyrosine kinase receptor NTRK3, as well as the TFs SOX2, ZEB2, FOS, EGR1, and SMAD3 (Fig. 2f). SMAD3 is also predicted to have direct links with a plethora of other transcriptional regulators that include ISL1, LEF1, LDB2, and LMO4. Taken together, the network analysis has highlighted the upregulation of multiple interacting proteins important for synthesis of extracellular matrix components and/or interactions with the matrix, thus pointing to a key role for the microenvironment in ductal development within the early post-natal gland.

Relative to puberty, the pre-pubertal gland was marked by downregulation of a protein interaction network interconnected by the shuttling nucleoprotein NPM1 and SUMO1 (Fig. 2g). SUMO1, which catalyzes the post-translational modification of proteins, including the activity of many TFs^30^, has been shown to bind Keratins and alter filament dynamics during cellular development^31^. Intriguingly, in this downregulated network, SUMO1 interacts with the luminal-specific androgen receptor, the luminal structural proteins KRT8, KRT18, and KRT19, and indirectly with E-CAD, the expression of which are very low until the onset of puberty (Fig. 2g). NPM1 is predicted to interact directly with SUMO, GRB7, the glycolytic enzyme ENO1, and the polarity complex protein PARD6B. Interrogation of a larger cohort of DE TFs and STs revealed additional information on interactions between known lineage-specific molecular regulators including the upregulated molecules ID2, MYOG, LEF1, ARNT, NGFR, and RARB, and the downregulated molecules GATA3, PGR, EHF, FGFR2, Klf5, AREG, ELF3, and FOXA1 (Supplementary Fig. 2a).

Comparison of puberty to adulthood showed relatively few genes that were DE at the very strict threshold we applied for network construction, and resulted in a smaller network than that observed for pre-puberty vs. puberty. Notable upregulated networks included NRAS/GRB10/GRB14/INHBA and GSK3B/CHD3/PLP1 nodes, while TF networks including FOS, MAFF, and the steroid hormone receptor PPARa were downregulated (Supplementary Fig. 2b).

### Dissection of heterogeneity in puberty and adulthood

To interrogate heterogeneity in pubertal and adult glands in more detail, we excluded pre-pubertal cells and re-clustered epithelial cells from these two stages according to their expression of defined basal and luminal lineage genes^22^ (Supplementary Table 3). Hierarchical clustering revealed seven major cell clusters (Fig. 3a; Supplementary Table 4). As expected, both luminal cells (clusters I and II) and basal cells (clusters VI and VII) could be clearly identified at these stages, in contrast to the homogeneous basal-like cells evident in pre-pubertal glands (Supplementary Fig 1b). Clusters I and II were enriched for definitive markers of mature luminal (ML) and luminal progenitor cells, respectively. Conversely, cluster III was enriched for basal genes (*Axl*, *Sparc*, *Tgfbr3*, and *Lrp1*)*, Cd55* and the progenitor gene *Aldh1a3* (Fig. 3a), and was more prevalent in pubertal mammary glands. Cluster V was also mainly found amongst pubertal cells and expressed a subset of both basal and luminal genes, indicative of a mixed-lineage subpopulation. Cluster IV consisted mostly of adult cells and expressed a subset of basal genes. In a recent report, scRNA-seq of 5-week-old pubertal glands indicated that TEB-enriched cells largely cluster into basal and luminal groups despite their heterogeneous expression profile^32^, consistent with findings presented here. Interestingly, close examination of the basal cell clusters VI and VII revealed that cluster VI mainly comprised pubertal cells, whereas cluster VII was primarily found amongst adult basal cells. Moreover, a higher proportion of pubertal cells expressed a gene subset that included *Snai2, Moxd1, Nrg1, Wif1*, and *Bmp7* (Supplementary Table 4; bottom of cluster VI). It is plausible that these cells correspond to the cap cells of TEBs, which characterize the pubertal gland.

**Fig. 3:**
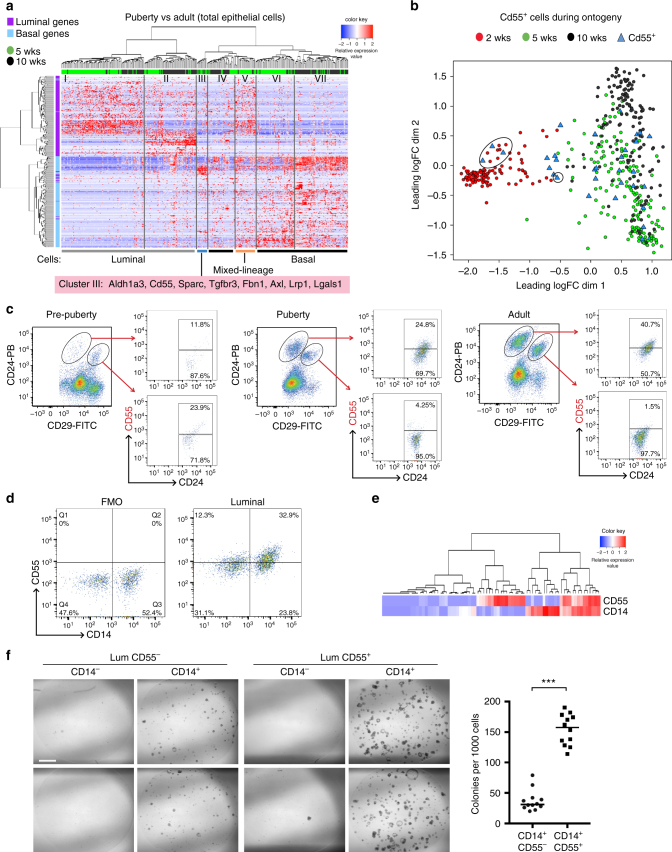
Identification of multiple subsets in pubertal and adult mammary glands. **a** Heatmap showing hierarchical clustering of 343 epithelial cells from pubertal (green) and adult (black) mammary glands based on their expression of lineage-specific genes (200 basal and 200 luminal genes; see Supplementary Table 3). Columns correspond to cells colored by stage, indicated by bars at the top. The cells shown are the same 5 and 10-week-old cells as in Fig. 1b, c and Supplementary Fig. 1b, c. Seven major cell clusters are indicated (gene lists shown in Supplementary Table 4). Basal genes = blue; luminal genes = purple; red = high expression; blue = low expression. **b** Multidimensional scaling plot of scRNA-seq profiles. These are the same as in Fig. 1b but cells expressing *Cd55* (RPKM > 40) are highlighted as blue triangles. *Cd55* ^*+*^ cells are present at all three stages but pre-pubertal glands harbor only rare cells (circled in the plot). **c** CD55 expression within epithelial subsets isolated from mammary glands in pre-puberty (2 wks) (left), puberty (5 weeks) (center), and adult (10 weeks) (right). Representative dot plots of CD29 vs. CD24 expression in Lin^–^ cells (see gating strategy in Supplementary Fig. 3) are shown on the left, while CD29 vs. CD55 expression in either the luminal (top) or basal (bottom) compartment is shown on the right (*n* = 3 independent experiments per time-point: 12 mice per experiment for pre-puberty, 6 mice per experiment for puberty, and 4 mice per experiment for adult). **d** The CD14/CD55 flow cytometric plots of freshly sorted Lin^–^CD29^lo^CD24^+^ (luminal) mammary epithelial cells isolated from 10-week-old FVB/N mice (representative of 5 independent experiments, 4 mice per experiment). **e** Hierarchical clustering of 76 purified luminal cells based on *Cd55* and *Cd14* gene expression (Fluidigm C1 platform; see Supplementary Fig. 4c). Red = high expression; blue = low expression. **f** Clonogenic activity of CD14^–^CD55^–^, CD14^–^CD55^+^, CD14^+^CD55^–^, and CD14^+^CD55^+^ luminal (CD29^lo^CD24^+^) subsets from 10-week-old FVB/N mice, plated in Matrigel (1000 cells per population). Representative of three independent experiments, 4 mice per experiment. *P*-value (unpaired *t*-test) <0.0001. Scale bar; 1000 µm

### CD55 marks distinct populations through development

To further explore features of cluster III (Fig. 3a), we selected Cd55 since this gene encodes a cell surface marker that enables flow cytometry to track protein expression during development. CD55 has been shown to be a discriminating marker of one of the earliest branch-points in the hematopoietic system^18^, so we returned to pre-pubertal cells to determine whether *Cd55*-expressing cells are already present at this stage. Intriguingly, a small number (4 out of 117) of cells from 2-week-old glands expressed *Cd55* transcripts (Fig. 3b). Flow cytometry (gating strategy shown in Supplementary Fig. 3) showed CD55 expression in a minority of cells at the pre-pubertal stage but in larger numbers of pubertal and adult mammary epithelial cells (Fig. 3c), compatible with the scRNA-seq data. In the pre-pubertal gland, CD55^+^ cells were primarily localized to the basal-like population, but during development, CD55 expression shifted towards the luminal lineage. Indeed, CD55^+^ cells were exclusively found in the luminal compartment of the adult gland and comprised approximately half of the Lin^*–*^CD29^lo^CD24^+^ population (Fig. 3d). CD55^+^ luminal cells from pubertal or adult tissue harbored 3.0- or 3.3-fold higher colony-forming capacity than CD55^–^ luminal cells, respectively, suggesting that CD55 enriches for progenitor cells.

Comparison of CD55 levels relative to that of another adult luminal progenitor marker CD14^4, 33^ revealed that adult mammary glands comprised ~33% double-positive cells in the luminal fraction (Fig. 3d), compatible with the overlap observed at the messenger RNA level (Fig. 3e). Colony-forming assays in Matrigel revealed that CD14^+^CD55^+^ cells were significantly enriched for clonogenic activity (Fig. 3f), thus reflecting a highly purified population of committed progenitor cells. The large acinar colonies are consistent with the presence of luminal progenitor cells. Collectively, these observations suggest that CD55 expression is first acquired by rare basal-like cells prior to the onset of puberty and that it subsequently demarcates a potent progenitor cell that becomes restricted to a luminal cell fate.

### Large-scale scRNA-seq identifies luminal intermediates in the adult

To investigate molecular heterogeneity more fully within the mammary epithelial compartment, we used the 10X Genomics Chromium platform to profile gene expression in thousands of individual cells (at lower sequencing depth than provided by the Fluidigm C1 technology) (Supplementary Table 1). 

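Adult total epithelial cells (Lin-CD24+) were pooled from 4 FVB/NJ mice, an inbred laboratory strain, at 10 weeks of age. The Lin- gate removes cells that carry the blood and endothelial surface proteins TER119, CD45 or CD31. The pool was captured as 1 Chromium library, in which droplets give the RNA of every cell a common barcode and every RNA molecule a random tag, so that a molecule that is read several times can be counted once. The authors processed the reads with Cell Ranger v2.0 and deposited the count of molecules for each gene in every cell, without normalization. The genome build used for this platform is not stated. The deposited counts covered 3302 cells and the paper reports 3308. The paper describes a filter on cells with low coverage but no threshold for this platform, and all 3302 cells were used for the values given here. Their counts summed to 9227651, with 802 to 12967 counts per cell (median 2425.5) and a median of 1090.5 genes detected per cell. Mitochondrial genes took 0.288% of the counts and ribosomal protein genes 9.92%. At the median depth, 3 counts were 0.124% of the counts of a cell, and a lower share in a single cell rests on fewer than 3 counts. The smallest subset that 3 cells could represent was 0.0909% of the library. The mice were pooled before capture and no other library of this condition was analysed here, so the spread between mice is not known. Errors and tests on these data describe the cells of 1 pool.

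The paper bases the clusters of Fig. 4a on t-SNE but does not state the rule that assigned cells to them. The clusters were therefore rebuilt from the counts. Genes detected in fewer than 3 cells, mitochondrial genes and ribosomal genes were removed. The counts of every cell were scaled to 10000 and log-transformed, and 30 principal components were computed from the 2000 most variable genes. A graph linking every cell to its 15 nearest neighbours was divided by the Leiden method at a resolution of 3, which gave 24 groups of cells. The summed counts of each group were scored for 196 basal genes of Supplementary Table 3, for 23 luminal progenitor (LP) and 31 mature luminal (ML) genes of Supplementary Table 4, and for the 31 genes of Supplementary Fig. 4a, which stand for cluster #5. A lineage score was rescaled to be 1 in the group with the strongest signature of that lineage and 0 at the higher of the levels in the strongest groups of the other lineages. A group was assigned every lineage whose rescaled score reached 0.25, and it was assigned to cluster #5 when its cluster #5 score reached 0.5 on a scale from the basal group to the highest group. Groups with the LP and ML signatures together were named Lum Int. Groups that joined the basal signature to the LP or the ML signature were named basal-LP mixed and basal-ML mixed. The choices that could change the numbers most are the resolution of the clustering, the naming threshold and the depth per cell.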

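Of the 3302 deposited total epithelial cells, 1244 were basal (37.7%, Wilson 95% interval 36.0 to 39.3%), 667 were LP (20.2%, 18.9 to 21.6%) and 1059 were ML (32.1%, 30.5 to 33.7%). The remaining cells formed small clusters. Lum Int comprised 165 cells (5.00%, 4.30 to 5.79%) and cluster #5 comprised 109 cells (3.30%, 2.74 to 3.97%). The basal-LP mixed and basal-ML mixed clusters held 22 cells each (0.666%, 0.440 to 1.01%), and 14 cells (0.424%, 0.253 to 0.711%) carried none of the signatures and were left unassigned. The intervals express the number of cells counted in 1 library and leave out any variation between mice. Depth affected the mixed clusters most. When the counts were thinned to the median depth of the sorted basal library, Lum Int fell to 3.91% of the cells and both mixed clusters were at 0%. Cluster #5 was at 3.51%, and 9 cells were still unassigned. From the separation of the cells in the t-SNE plot, the paper concludes that the adult epithelium comprises 3 major clusters and several satellite clusters.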

10X profiling of 3308 individual epithelial cells (Lin^–^CD24^+^) from adult mice revealed three major clusters as well as several satellite clusters (clusters 4–7) (Fig. 4a) based on t-distributed stochastic neighbor embedding (t-SNE)^34^. To uncover the lineage identity of each cluster, we overlaid the t-SNE clusters onto a ternary plot with each cell positioned according to its expression of known markers for mammary stem cell (MaSC)/basal (basal), luminal progenitor (LP), and ML cell types^8^ (Fig. 4b). The ternary plot shows the proportion of basal, LP, and ML-specific genes expressed by each cell and recapitulates the t-SNE clusters to a striking degree. 

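For each cell, the percentage of the genes of the basal, LP and ML signatures with at least 1 count was computed and rescaled as for the clusters, and the cell was placed at the corner with the largest value. The signature lists of the cited study are not given in the paper, and the genes of Supplementary Tables 3 and 4 stood in for them. Of 2970 cells in the 3 major clusters, 2968 fell at the corner of their own cluster (99.9%, Wilson 95% interval 99.75 to 99.98%). This held for 1243 of 1244 basal cells, 666 of 667 LP cells and all 1059 ML cells. Basal cells expressed 15.3% of the basal, 4.46% of the LP and 6.14% of the ML signature genes on average. LP cells expressed 0.776%, 46.5% and 24.3% of the same lists, and ML cells 0.592%, 5.49% and 59.8%. The rescaled ML value was 0.975 ± 0.297 (SD over 1059 cells) in ML cells and -0.041 ± 0.193 (SD over 667 cells) in LP cells, a gap wider than the spread between cells. The clusters and the corners used the same signature lists, so the 2 assignments are not independent. Clustering at a resolution of 1.5 changed the match most, to 99.3%. The paper reasons from the position of the cells in the ternary plot to the lineage identity of the t-SNE clusters.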

Expression analysis of the cell clusters for basal genes (*Krt14*, *Acta2*, *Cxcl14*, *Sparc*, *Mylk*, and *Myl9)*, and luminal genes (*Krt19, Areg*, the prolactin receptor (*Prlr)*, the estrogen-regulated secreted glycoprotein *Stc2*, the antigen *Ly6d*, and the progenitor marker *Elf5)* confirmed the identity of the major clusters (Fig. 4c). 

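In the rebuilt clusters, all 12 genes differed between basal cells and the average of the LP, Lum Int and ML clusters in the stated direction. All of them except *Elf5* belong to the signatures that named the clusters, so their direction was largely fixed by the naming. The test was edgeR's likelihood ratio test with Benjamini-Hochberg adjustment over 13243 genes, with cells as units. It found 2964 genes higher and 2025 genes lower in basal cells at an FDR under 0.01. The log2 fold changes were fitted with a small prior count added to each cell, which shrinks them most where counts are few. Their order therefore depends partly on abundance. Among the basal genes, *Acta2* (smooth muscle actin; chromosome 19, 34241090 to 34255590 of GRCm38) had the largest log2 fold change, 7.13, with a likelihood ratio statistic of 10489. It was detected in 99.9% of basal cells (Wilson 95% interval 99.55 to 99.99%), 11.2% of LP cells and 13.3% of ML cells. *Krt14* (chromosome 11, 100203162 to 100207548) had a log2 fold change of 6.90 and was detected in 98.4% of basal, 8.70% of LP and 10.6% of ML cells. The log2 fold changes of *Cxcl14*, *Myl9*, *Sparc* and *Mylk* were 6.28, 5.63, 5.04 and 3.57. *Mylk* was the least often detected of the basal genes, in 54.0% of basal cells.

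Of the luminal genes, *Krt19* (chromosome 11, 100140810 to 100148665) had a log2 fold change of -5.12 and was detected in 88.5% of LP, 100% of Lum Int, 99.8% of ML and 21.3% of basal cells. The log2 fold changes of *Ly6d*, *Stc2*, *Prlr* and *Areg* were -4.17, -3.59, -3.52 and -3.36, and these genes were concentrated in ML and Lum Int cells. *Prlr* (chromosome 15, 10177238 to 10349180) was found in 95.9% of ML cells and 97.6% of Lum Int cells, against 17.7% of LP cells. *Elf5* (chromosome 2, 103411688 to 103450989) had the fitted log2 fold change of smallest size, -1.91 (FDR = 6.98e-28, likelihood ratio test). That rank may partly reflect its low counts and does not show that its expression differed least. *Elf5* was detected in 57.6% of LP and 47.9% of Lum Int cells but in only 1.13% of ML cells and 0.402% of basal cells. Every gene named here is annotated as protein-coding. No alternative test, normalization or filter changed the number of genes in the stated direction from 12, the quasi-likelihood test included. The p-values are very small because each cell enters as a unit, and they do not measure variation between mice. From the patterns of these genes, the paper assigned the major clusters to the basal and luminal lineages.

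**Figure D1:**
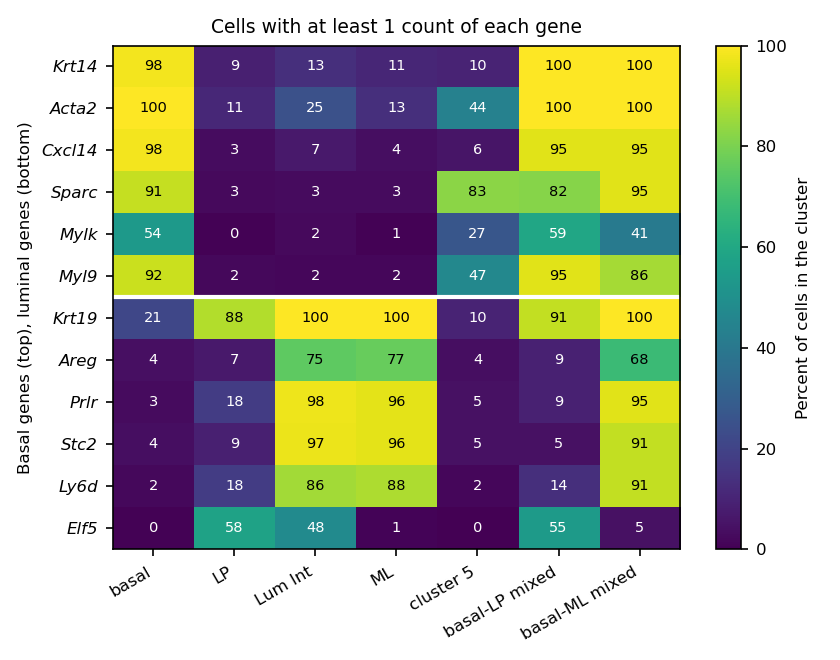
Percentage of cells with at least 1 count of each gene (rows, basal genes above the white line and luminal genes under it) in each cluster of the adult total epithelial library (columns); the number in each tile is the percentage, rounded. *Krt14* and *Acta2* reach 98.4% and 99.9% of basal cells, and *Elf5* is largely confined to LP and Lum Int cells.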

These data indicated three luminal clusters and a largely homogeneous basal population associated with a small cluster (#5) that is closely aligned with the basal population at the molecular level (Fig. 4a, b). 

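The summed counts of each cluster, as log2(CPM + 10), were compared across the 13650 genes detected in at least 3 cells. Cluster #5 was closer to basal cells (Pearson's r = 0.786, Spearman's rho = 0.724) than to Lum Int (r = 0.719, rho = 0.656), LP (r = 0.706, rho = 0.646) or ML cells (r = 0.697, rho = 0.626). The basal and LP clusters had r = 0.825 and the LP and ML clusters r = 0.851 by the same measure. These 28 correlations between clusters are across genes, which are not independent replicates, and they have no replicate library. In the ternary coordinates, the rescaled basal value of cluster #5 was 0.381 ± 0.196 (SD over 109 cells), against 0.825 ± 0.262 in basal cells and -0.006 ± 0.069 in LP cells. Its LP and ML values were close to those of basal cells, -0.050 ± 0.068 and -0.561 ± 0.195.

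Homogeneity was measured as the number of genes whose counts varied between cells more than a Poisson model allows, after each cell had been thinned to 202 counts. At an FDR of 0.01, 87.9 ± 6.3 genes (SD over 20 random subsets of 667 cells) were overdispersed in basal cells, 107.3 ± 5.3 in ML cells and 122 in the 667 LP cells, which allowed only 1 subset. At an FDR of 0.05 basal and ML cells could not be told apart, with 135.6 ± 11.3 and 135.95 ± 6.51 genes, and LP cells had 162. Without thinning, the order of LP and ML was exchanged, with 3598 genes in basal, 3891 in LP and 4277 in ML cells. The size of cluster #5 was largest, 3.73% of the cells, when the resolution, the number of neighbours or the number of components was changed. From the t-SNE plot, the ternary plot and the marker genes, the paper reports 3 clusters of luminal cells and a basal population that is largely homogeneous. It describes cluster #5 as molecularly close to that population.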

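Cluster #5 (109 cells) was compared with the basal cells (1244 cells) by edgeR's likelihood ratio test over 11832 genes, with Benjamini-Hochberg adjustment and cells as units. At an FDR under 0.05, 1189 genes were higher and 735 lower in cluster #5. Of the 31 genes listed in Supplementary Fig. 4a, 28 were higher, and the median log2 fold change over the 31 genes was 3.08. Cluster #5 had been named by its score on these same 31 genes, so higher levels of the list as a whole were built into its definition. *Fgl2* (chromosome 5, 21372642 to 21378374 of GRCm38) had the largest fitted log2 fold change, 5.44, with an average of 3159 ± 617 CPM (SE over cells) in cluster #5 and 4.93 ± 1.81 in basal cells. The fitted value is smaller than the log ratio of these averages, because a small prior count is added to each cell in the fit. *Col3a1*, the collagen type III gene (chromosome 1, 45311538 to 45349706), followed with 5.21 and was detected in 45.0% of cluster #5 cells and 0.482% of basal cells. The log2 fold changes of *Sparcl1*, *Igfbp6*, *Ly6a* and *Ly6c1* were 4.88, 4.34, 4.22 and 4.12. The most widely expressed of the listed genes was *Gsn*, detected in 85.3% of cluster #5 and 71.5% of basal cells, with a log2 fold change of 3.42 (FDR = 1.14e-218). *Cd55* had a log2 fold change of 1.85 (FDR = 6.24e-29).

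The genes *Eno3*, *Aldoa* and *Acta1* of the same list did not differ detectably. Their log2 fold changes were 0.079 (FDR = 0.717), -0.016 (FDR = 0.940) and -0.036 (FDR = 0.876), and *Acta1* was detected in 0.917% of cluster #5 cells. The genes with the largest log2 fold changes outside the list were *Pi16* (5.09), *Fabp4* (4.56), *Tnfaip6* (4.20), *Clec3b* (4.18) and *Mfap5* (4.07). The filter on low counts mattered most. When genes had to be detected in at least 5% of the cells, only 14 of the listed genes remained both tested and higher.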

The genes most highly expressed in this cluster relative to basal cells are shown in Supplementary Fig. 4a. 

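The basal-LP mixed and basal-ML mixed clusters, taken as the counterparts of clusters #6 and 7, held 22 cells each among the 3302 total epithelial cells (0.666% each, Wilson 95% interval 0.440 to 1.01%). The median total count per cell was 4433 (quartiles 3636 and 5061) in the basal-LP mixed cluster and 4116 (3458 and 5052) in the basal-ML mixed cluster. Basal cells had a median of 1792 (1366 and 2426), LP cells 2601 (1828 and 3650) and ML cells 3105 (2259 and 4136). A median of 1704 and 1741 genes was detected in the mixed clusters, compared with 899 in basal, 1035 in LP and 1347 in ML cells. The basal-LP mixed cells were no longer found as a separate cluster (0%) at a resolution of 1.5 or with 30 neighbours, where the basal-ML mixed cluster was still found, with 23 and 20 cells. At a naming threshold of 0.15 no cells were named basal-ML mixed (0%), and the unassigned cells rose from 14 to 36. The paper proposes that the rare clusters may represent different regulatory states and leaves the question open.

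**Figure D2:**
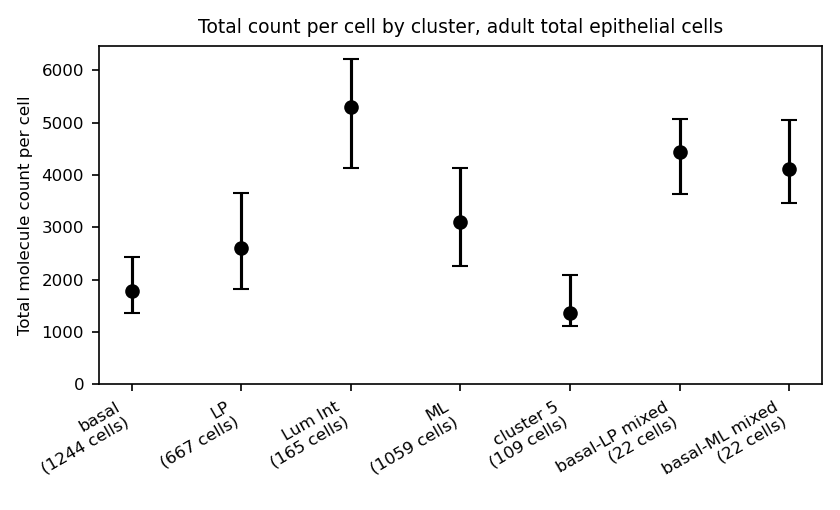
Median total molecule count per cell (points, linear axis from 0) with the 25th and 75th percentiles (bars) for each cluster of the adult total epithelial library. The medians run from 1358 in cluster #5 to 5296 in Lum Int, and both mixed clusters lie above the medians of LP and ML.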

Other very rare clusters (#6 and 7) apparent in Fig. 4a may represent different regulatory states, although this remains to be determined. These clusters were noted to express basal as well as selective luminal genes including the epidermal growth factor (EGF) family member amphiregulin (*Areg), Prlr* and *Krt19* (discussed further below). 

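Both mixed clusters expressed most of the basal genes at frequencies close to those of basal cells. *Krt14* and *Acta2* were detected in all 22 cells of each (100%, Wilson 95% interval 85.1 to 100%), and *Cxcl14* in 95.5% of the cells of each. *Myl9* was detected in 95.5% of basal-LP mixed and 86.4% of basal-ML mixed cells. The average level of *Acta2* was lower than in basal cells, at 8816 ± 1104 CPM (SE over 22 cells) and 7060 ± 762 compared with 20751 ± 313 in 1244 basal cells. The luminal genes divided the 2 clusters. *Areg* (chromosome 5, 91139599 to 91148432 of GRCm38) was detected in 68.2% (47.3 to 83.6%) of basal-ML mixed cells and in 9.09% (2.53 to 27.8%) of basal-LP mixed cells, and *Prlr* in 95.5% (78.2 to 99.2%) and 9.09% (2.53 to 27.8%). In basal cells, *Areg* was found in 4.10% and *Prlr* in 2.89%. *Krt19* was detected in all basal-ML mixed cells and in 90.9% (72.2 to 97.47%) of basal-LP mixed cells. *Elf5* showed the opposite pattern to *Areg*, with 54.5% (34.7 to 73.1%) of basal-LP mixed and 4.55% (0.807 to 21.8%) of basal-ML mixed cells. With 22 cells per cluster, the intervals for *Areg*, *Prlr* and *Elf5* do not overlap between the clusters, while those for *Krt19* do. These frequencies rest on clusters that were no longer found (0%) when the counts were thinned to the depth of the sorted basal library. From the presence of basal and luminal genes in the same cells, the paper characterizes these clusters as expressing basal and selective luminal genes.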

Analysis of sorted luminal cells on the 10X platform confirmed the presence of three luminal populations and did not reveal mixed-lineage clusters (data not shown).

**Fig. 4:**
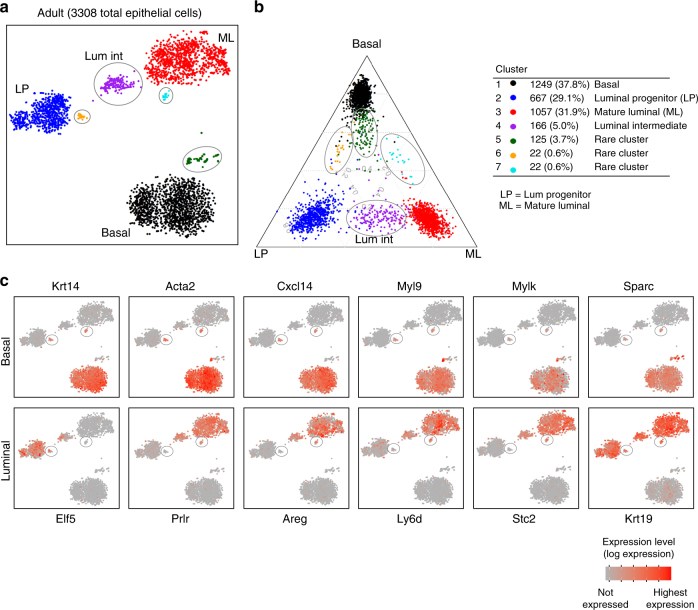
Transcriptome analysis of 3308 adult total epithelial cells reveals a luminal intermediate cluster. **a** t-SNE plot of the transcriptomes of total epithelial cells from adult mammary glands (*n* = 4 mice) generated using the 10X Genomics Chromium platform. The major clusters could be identified as basal (cluster#1, 1249 cells), luminal progenitor (LP; cluster #2, 667 cells), mature luminal (ML; cluster #3, 1057 cells), luminal intermediate (Lum Int; cluster #4, 166 cells), and cluster #5 (green, 125 cells), as indicated. **b** The ternary plot classifies total single epithelial cells into basal, LP, and ML cell clusters based on known lineage-specific signatures for these cell types. Cells are plotted according to the relative proportion of genes they express that are specific to the three cell types. This analysis also showed the presence of the Lum Int cluster (purple cells) between LP and ML cells. **c** The epithelial cell clusters were interrogated for the expression of typical basal and luminal genes to determine their patterning amongst the cell clusters. Color indicates expression level in log2-CPM

In the context of the luminal lineage, a novel cluster (#4) was identified to lie between the two major luminal populations in both the t-SNE and ternary plots (Fig. 4a, b). 

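The 165 Lum Int cells formed a single group in the clustering. They expressed 42.7% of the LP and 61.5% of the ML signature genes on average, and 1.23% of the basal genes. LP cells expressed 46.5% and 24.3% of the LP and ML genes, and ML cells 5.49% and 59.8%. After rescaling, the LP value of Lum Int was 0.665 ± 0.289 (SD over 165 cells), below that of LP cells (0.733 ± 0.267, 667 cells) by less than the spread between cells and far above that of ML cells (0.007 ± 0.091, 1059 cells). The ML value was 1.025 ± 0.278, compared with 0.975 ± 0.297 in ML cells and -0.041 ± 0.193 in LP cells. The number of detected signature genes rises with depth, and the Lum Int cells had a median total count of 5296, against 2601 in LP and 3105 in ML cells. In the summed profiles, Lum Int was about equally close to LP (Pearson's r = 0.942, Spearman's rho = 0.919) and ML cells (r = 0.945, rho = 0.923), across 13650 genes that are not independent replicates. The cluster was found under every alternative and its share of the cells moved most, from 5.00% to 3.91%, when the counts were thinned to the median depth of the sorted basal library. From its place in the t-SNE and ternary plots, the paper concludes that cluster #4 lies between the LP and ML populations.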

Interestingly, this was found to express the majority of genes at an intermediate level between that in progenitor (LP) and mature (ML) cells (Supplementary Fig. 4b). 

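Average expression was taken as the mean over the cells of a cluster of the CPM of each cell. Of the 27 genes of Supplementary Fig. 4b that mark ML cells and could be matched to the deposited gene names, 26 had a Lum Int average between the LP and ML averages, and 25 were DE at an FDR under 0.01. Their median ratio of Lum Int to ML expression was 0.594, with a range from 0.395 to 1.06. Of the 19 genes that mark LP cells, 18 lay between and all 19 were DE, with a median ratio of Lum Int to LP expression of 0.451 and a range from 0.260 to 1.22. The highest of these was *Jund*. The paper chose the genes of that figure to illustrate profiles such as intermediate expression in Lum Int. The counts of figure genes lying between LP and ML therefore largely restate that choice. As examples, *Prlr* averaged 88.0 ± 10.0 CPM (SE over cells) in LP, 1442 ± 70 in Lum Int and 2353 ± 49 in ML cells. *Stc2* rose from 50.7 ± 8.0 to 1753 ± 105 and 3833 ± 89, and *Elf5* fell from 446 ± 22 in LP to 213 ± 24 in Lum Int and 2.78 ± 0.85 in ML cells. For each of these genes the steps between clusters were several times the standard errors. Over all 12201 tested genes, 52.8% had a Lum Int average between the other clusters. The averaging mattered most, since with averages of log2(CPM + 1) in place of CPM only 41.4% of the DE genes lay between, against 85.7%. From the intermediate level of the majority of genes, the paper named the cluster Luminal Intermediate.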

We therefore denoted this cluster Luminal Intermediate or Lum Int. Of 3711 genes that were DE between the LP, Lum Int, and ML cell clusters (FDR < 0.01), more than 88% showed steadily increasing or decreasing expression from LP to Lum Int to ML, further supporting the interpretation of the Lum Int population as an intermediate state between LP and ML (Supplementary Fig. 4b). 

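The 1891 cells named LP, Lum Int or ML were tested with edgeR's likelihood ratio test on the deposited counts, with dispersions from estimateDisp as in the paper's methods, the total count as library size and cells as units. Of the 12201 genes detected in at least 3 of these cells, 4081 were DE between the 3 clusters at an FDR under 0.01. The Lum Int average lay between the LP and ML averages for 3496 of them (85.7%, Wilson 95% interval 84.6 to 86.7%). Expression increased from LP to Lum Int to ML for 2338 genes and decreased for 1158. In Lum Int, 405 DE genes were above and 180 below both other clusters. For the 2862 DE genes that differed at least 2-fold between LP and ML, the Lum Int average lay at a median of 0.543 of the way from LP to ML (quartiles 0.372 and 0.710). The test treats every cell as a unit and has no replicate check, so the FDR describes cells of 1 pool of mice. The clusters were defined from the same counts. When the cells were clustered on a random 50% of the counts and tested on the rest, 2870 genes were DE and 83.8% lay between. The set of DE genes and the averaging moved the values further. With DESeq2's size factors in the test, 5745 genes were DE and 72.9% lay between. The size factors changed only which genes were DE, since the averages stayed CPM. With averages of log2(CPM + 1) 41.4% lay between. The paper takes the share of genes with steadily changing expression as further support for its interpretation that Lum Int is a state intermediate between LP and ML.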

In addition, a small number of genes (e.g., *Jund*, *Irx5*, *Sox4*, *Ncor1*, and *Igfbp2/6*) showed at least 20% higher average expression in the Lum Int population relative to either LP or ML. 

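At least 20% higher average expression in Lum Int than in both LP and ML was found for 154 of the 4081 DE genes. Bootstrap 95% intervals of the ratio, from 1000 draws of cells, lay above 1 for 15 of the 154 genes and above 1.2 for 3. *Jund* (ENSMUSG00000071076, chromosome 8, 70698949 to 70700616 of GRCm38), which encodes a transcription factor of the AP-1 family, averaged 2251 ± 100 CPM (bootstrap SE, 165 cells) in Lum Int, 1851 ± 53 in LP (667 cells) and 1408 ± 38 in ML (1059 cells). Its ratio to the higher of LP and ML was 1.22 (95% interval 1.10 to 1.34; FDR = 2.24e-19 from edgeR's likelihood ratio test). *Sox4* (ENSMUSG00000076431, chromosome 13, 28948919 to 28953713) had a ratio of 1.53 (1.16 to 1.93; FDR = 7.69e-04), with 384 ± 42 CPM in Lum Int and 250 ± 19 in ML cells. For both genes the interval lay above 1. *Ncor1* (ENSMUSG00000018501, chromosome 11, 62316426 to 62458541) had a ratio of 1.32 (0.988 to 1.78; FDR = 6.04e-04). *Irx5* (ENSMUSG00000031737, chromosome 8, 92357625 to 92376286) had a ratio of 1.25 (0.734 to 2.06; FDR = 3.93e-10), and its level of 73.8 ± 16.3 CPM in Lum Int could not be told apart from 59.0 ± 8.7 in LP.

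The insulin-like growth factor binding protein genes were rarely detected in these clusters. *Igfbp2* (ENSMUSG00000039323, chromosome 1, 72824503 to 72852474) was found in 0.606% of Lum Int, 0.29985% of LP and 0.283% of ML cells. Its ratio was 0.531 (0 to 3.39; FDR = 0.974), so no difference was detectable at this depth. *Igfbp6* (ENSMUSG00000023046, chromosome 15, 102144362 to 102149511) was found in 1.21% of Lum Int, 0.1499% of LP and 0.0944% of ML cells. It averaged 14.1 ± 12.9 CPM in Lum Int and 0.664 ± 0.647 in LP (ratio 21.3, interval from 0 with no upper bound; FDR = 0.00208). Among genes outside the paper's list that were detected in at least 10% of Lum Int cells, 1 had an interval above 1.2, *Gm20604*, with a ratio of 3.27 (1.23 to 7.07). The way of averaging changed the count most, since 1285 DE genes were at least 20% higher with averages of log2(CPM + 1).

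**Figure D3:**
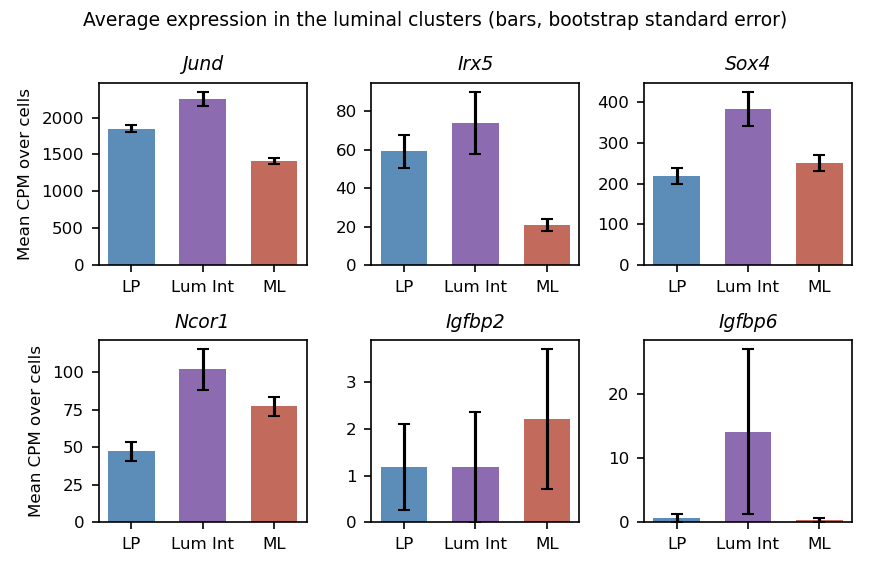
Average expression of 6 genes in LP, Lum Int and ML cells, in CPM over cells (vertical axes from 0, different scale for each gene); bars are means and whiskers bootstrap standard errors. *Jund* stands at 1851, 2251 and 1408 in LP, Lum Int and ML, while the whiskers of *Igfbp2* and *Igfbp6* cover most of their range.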

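The values bear on whether Lum Int has expression of its own or lies on a line from LP to ML. Of 4081 DE genes, 3496 (85.7%) had Lum Int averages between LP and ML, and the median position was 0.543 on a scale from 0 in LP to 1 in ML. Genes with Lum Int above or below both clusters numbered 405 and 180, and at least 20% beyond both clusters were 154 and 136. Of the 154 genes on the high side, 63 were detected in at least 10% of Lum Int cells and 3 had a bootstrap interval above a ratio of 1.2. The 165 Lum Int cells had a median of 5296 counts and 1937 genes per cell, compared with 2601 and 1035 in LP and 3105 and 1347 in ML cells. The count of genes at least 20% higher was the value that depended most on the processing. It was 71 when genes had to be detected in 5% of cells and 1285 with averages of log2(CPM + 1). It was 613 with DESeq2's size factors, which changed the set of DE genes and not the averages. From its findings taken together, the paper proposes that Lum Int cells may be a transit population between the progenitor and differentiated states and not a distinct type of luminal cell.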

Collectively, these findings suggest that Lum Int cells represent a transit population between the progenitor and differentiated states, rather than a distinct type of luminal cell. As anticipated, intermediate luminal cells were detected amongst purified luminal cells (Lin^–^CD29^lo^CD24^+^) from adult mammary glands upon interrogation with the gene expression profiles of LP and ML cells^5, 8^ (Supplementary Fig. 4c). Finally, the Lum Int cluster was readily demarcated by scRNA-seq of total mammary epithelial cells (5387) isolated from pubertal glands (Supplementary Fig. 5a, b). Therefore, this intermediate population appears to arise in puberty, when definitive commitment to the luminal lineage is first observed.

### Deep scRNA-seq of basal cells uncovers mixed-lineage cells

High-resolution transcriptome mapping (Fluidigm C1) of 145 purified basal cells (Lin^–^CD29^hi^CD24^+^) from the adult mammary gland confirmed a largely dominant basal population, as also observed by 10X Chromium scRNA-seq analysis of 4754 sorted basal cells (Supplementary Fig. 5c). 

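Adult basal cells (Lin-CD29 hiCD24+, sorted by high levels of the surface integrin CD29) were pooled from 4 FVB/NJ mice at 10 weeks of age and captured as 1 Chromium library. The authors made the molecule counts with Cell Ranger v2.0, as for the total epithelium, and deposited them for 4771 cells without normalization; the paper reports 4754 cells, and all 4771 were used. The counts summed to 2488704, with 137 to 1946 counts per cell (median 487) and a median of 292 genes detected per cell. Mitochondrial genes took 0.145% and ribosomal protein genes 4.50% of the counts. The median depth per cell was 0.201 times that of the total epithelial library. At the median depth, 3 counts were 0.616% of the counts of a cell, so a lower share in a single cell rests on fewer than 3 counts, and 3 cells were 0.0629% of the library. The cells were clustered as for the total epithelium and each group was scored on its summed counts against the same reference groups, since summed counts do not depend on the depth per cell. There was 1 pool of mice and no replicate library.

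Of the 4771 cells, 4664 were basal (97.8%, Wilson 95% interval 97.3 to 98.1%). The 107 cells outside the basal cluster were 2.24% of the library (1.86 to 2.70%). They comprised 81 cells (1.70%) in a group with the basal and LP signatures and 26 cells (0.545%) with the cluster #5 signature, and no group had the LP, ML or Lum Int profile alone. In the cells named basal, *Krt14* was detected in 81.9%, *Acta2* in 81.9% and *Cxcl14* in 68.4%, whereas *Krt19* was found in 2.10%, *Areg* in 0.0643% and *Prlr* in 0.193%. The share outside the basal cluster depended on the clustering. It was largest, 8.76%, at a resolution of 1.5. From the dominance of basal cells in the C1 and Chromium data, the paper concludes that the adult basal compartment consists largely of one population.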

Interestingly, clustering of the C1 platform-based single-cell transcriptomes of basal cells according to basal and luminal lineage genes indicated the presence of mixed-lineage cells (Fig. 5a). These cells comprised ~5% of the basal compartment, with 7 out of 145 cells expressing luminal genes such as *Kit, Areg, Prlr*, the TFs *Ehf* and *Cited1*, and the milk protein genes *Csn1s2a, Csn2*, and *Csn3*, in addition to core basal genes. Such cells, albeit rare, were also evident amongst total epithelial cells (Fig. 3a; Supplementary Fig. 1b). Additional evidence for the existence of a lineage-primed population derived from the analysis of 96 sorted basal cells using the Fluidigm Biomark Real-Time PCR system^35^. These basal cells were found to express the luminal genes *Elf5*, *Muc1*, *Kit*, *Esr1*, and/or *E-cad* (Fig. 5b), implying the presence of a transient subpopulation that may be primed for luminal lineage commitment. Conversely, interrogation of purified adult LP and mature cells for basal gene expression did not reveal basal lineage-priming in these cells by multiplex quantitative reverse transcription PCR (Supplementary Fig. 6a, b). Together, these data suggest that the basal state may precede commitment to a luminal cell fate in the post-natal mammary gland.

**Fig. 5:**
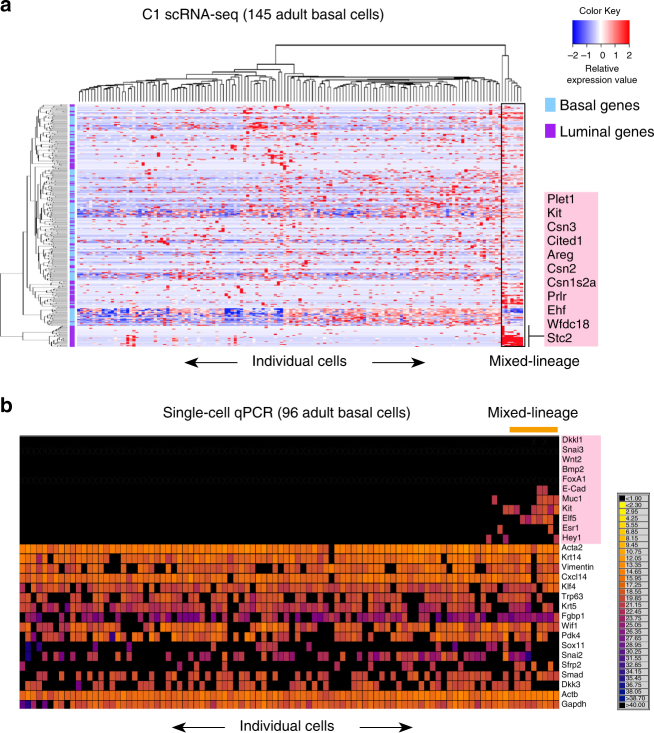
Purified basal epithelial cells in the adult gland comprise a lineage-primed subset. **a** Heatmap showing expression of the top 200 DE basal (blue) and top 200 DE luminal (purple) lineage genes in 145 sorted basal epithelial cells (Lin^–^CD29^hi^CD24^+^) from adult mammary glands that were captured on the Fluidigm C1 platform (red = high expression, blue = low expression) (*n* = 4 mice). Mixed-lineage intermediate cells are marked in the box. **b** Heatmap showing qRT-PCR expression for 96 sorted adult basal cells (*n* = 6 mice; 4 independent experiments). Taqman assays for 13 basal and 11 luminal lineage genes were applied using the Fluidigm Biomark multiplexed qPCR platform. The color key shows Ct values from black (Ct > 40, no expression) to yellow (highest expression). Mixed-lineage cells expressing both basal and luminal genes are marked by the orange bar

### Mixed-lineage cells exist at other developmental stages

A larger mixed-lineage population was evident in pubertal compared to adult mammary glands. This was first apparent in the developmental analysis across three stages, which revealed cells with dual-lineage features in puberty and adulthood but not in the pre-pubertal phase (Fig. 3a; Supplementary Fig. 1b, c). The variable expression patterns evident in this mixed-lineage population (Cluster V in Fig. 3a) indicate that individual cells express distinct combinations of basal and luminal genes, compatible with the properties of lineage-primed cells. Mixed-lineage clusters (#6 and 7) were also observed amongst pubertal mammary epithelial cells captured on the 10X Chromium platform (Supplementary Fig. 5a). These cells expressed core basal genes including *Krt14*, *Acta2*, *Myl9*, *Sparc*, *Mylk*, and/or *Cxcl14* and luminal genes such as *Areg*, *Prlr*, *Krt19*, *Cited1*, and/or *Stc2*.

To investigate whether mammary glands during pregnancy comprised an intermediate subset, total epithelial cells isolated at mid-pregnancy (12.5 days) were subjected to high-resolution scRNA-seq analysis. While the multidimensional scaling (MDS) plot (Supplementary Fig. 6c) showed dispersed cells, hierarchical clustering of cells according to lineage-specific genes revealed the presence of an expanded mixed-lineage intermediate that expressed canonical basal genes together with numerous luminal genes (*Elf5*, *Krt8*, *Cyp24a1*, *Wap*, *Csn1s2b*, *Csn2*, and *Lalba*) (Supplementary Fig. 6d). These findings suggest that basal cells are primed towards the alveolar lineage and milk protein production in pregnancy to enable expansion and differentiation in preparation for lactation. A small cluster highly enriched for ML cell-specific genes such as *Prlr*, *Cited1*, *Esrrb*, and *Cxcl15* was also noted.

### Global changes in gene expression during the estrus cycle

The mouse mammary gland undergoes hormonal cycling every 3–5 days^36^. To evaluate gene expression changes that accompany cycling at the single-cell level, we collected mammary glands at different phases of the estrus cycle. Estrus and diestrus represent the luteal and follicular phases of the hormonal cycle, respectively, whereby the diestrus phase is characterized by maximal progesterone levels, and estrus by a surge of circulating estrogen^37^. Individual adult mice were staged by vaginal cytology at the time of mammary gland collection and glands from two mice subsequently pooled for estrus and diestrus. scRNA-seq of 2729 total epithelial cells in estrus and 2439 cells in diestrus using the 10X Chromium platform indicated the presence of the three major populations (basal, LP, and ML) (Fig. 6a). However, the Lum Int population (cluster 4) was substantially diminished in diestrus whereas the LP population was unaltered, suggesting a rapid transit to a more differentiated state. Moreover, the ML population appeared to segregate into two subsets in diestrus, and one of the clusters tightly associated with ML signature genes such as PgR^38, 39^. Given that progesterone is a potent mitogen and is elevated in diestrus, we examined the expression of cell cycle genes including Ki67. A notable increase in the number of cycling/proliferative cells was observed in the basal population in diestrus (Fig. 6b; Supplementary Fig. 7a, b), compatible with previous findings that the MaSC-enriched/basal population is expanded during diestrus or upon treatment with progesterone^40^.

**Fig. 6:**
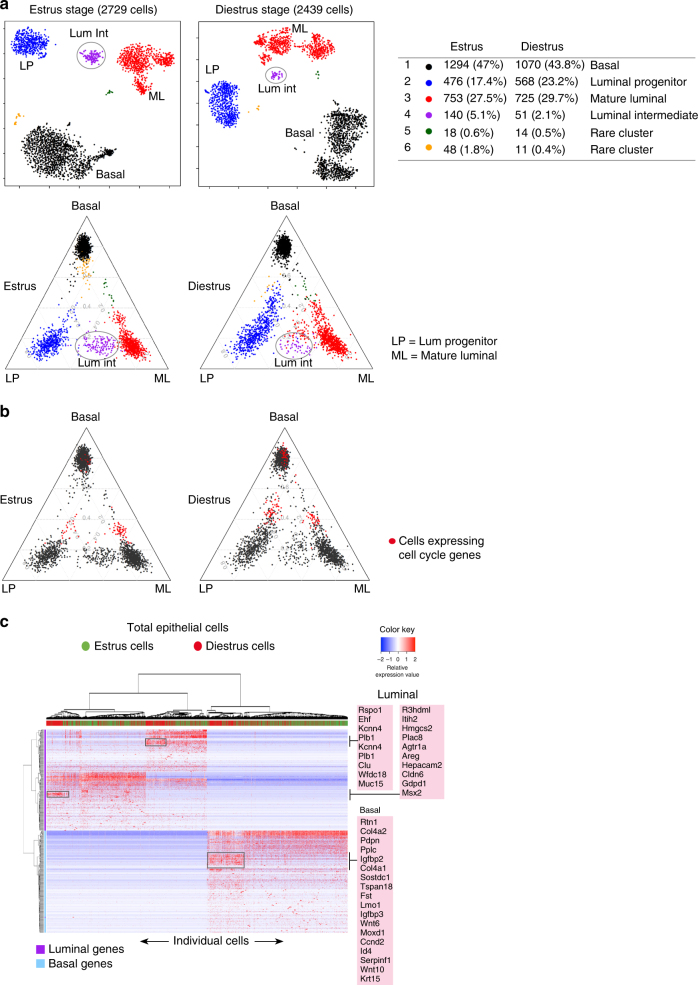
Transcriptome analysis of estrus and diestrus adult epithelial cells reveals specific changes in molecular heterogeneity. **a** t-SNE plots of the transcriptomes of total epithelial cells (Lin^–^CD24^+^; *n* = 2 mice for each phase) from adult mammary glands staged at estrus (2729 cells) and diestrus (2439 cells) were generated using the 10X Genomics Chromium platform (top panels). The major epithelial clusters (1–3; see table on right) representing basal, mature luminal (ML) and luminal progenitor (LP) cell populations could be identified by ternary plots based on known lineage-specific signatures for these cell types (bottom panels). Cells are plotted according to the relative proportion of genes they express that are specific to the three cell types. Cluster 4 depicts the Lum Int (luminal intermediate) population. **b** Ternary plots as for **a** but with cells marked by expression of cell cycle genes. Cells marked red belong to the cell clusters with cell cycle upregulation identified in Supplementary Fig. 7. **c** Heatmap showing hierarchical clustering of all estrus (green) and diestrus (red) epithelial cells together based on their expression of lineage-specific signature genes (200 DE basal and 200 DE luminal genes). The luminal and basal gene clusters specifically upregulated in diestrus stage are marked by boxes in the side columns (basal genes = blue; luminal genes = purple; red = high expression; blue = low expression)

Hierarchical clustering of the scRNA-seq profiles of combined estrus and diestrus cells with respect to the top DE basal and luminal genes further highlighted that changes across the stages were not widespread but more localized (Fig. 6c). Three specific cell clusters of upregulated genes could be identified in diestrus. The upregulated basal genes included *cyclin D2*, the ligands *Wnt6, Wnt10* and basal transcriptional regulator *Id4*, while luminal genes included *Areg* and Rspondin1 (*Rspo1*), all of which are compatible with the increase in proliferation that occurs in this phase (Fig. 6c).

## Discussion

Unmasking cellular heterogeneity within a given organ is critical for understanding the biology of normal and diseased tissues. Here we provide high-resolution single-cell transcriptomes of mammary epithelial cells at different stages of ontogeny as well as large-scale analyses of the adult mammary epithelium, which have enabled the construction of a temporal lineage specification map. The developmental phase in the post-natal animal was found to profoundly affect cellular and genetic heterogeneity (Fig. 7). Strikingly, epithelial cells in the early post-natal gland exist in a unique molecular state that is reminiscent of basal cells. These cells exhibit a relatively homogeneous transcriptional landscape, which is distinct from that of adult basal cells and show little luminal gene expression. Curiously, luminal cells that line the bilayered ducts in 2-week-old glands display the molecular characteristics of basal-like cells, suggestive of an immature state. Near the onset of puberty, a major transcriptional reprogramming event occurs, with the emergence of cells that harbor distinct lineage-specific gene signatures. Thus, the overall patterning suggests a branched trajectory of development with progression from a basal-like population in the early post-natal gland towards a more diverse array of lineage-specific epithelial cells from puberty into adulthood.

**Fig. 7:**
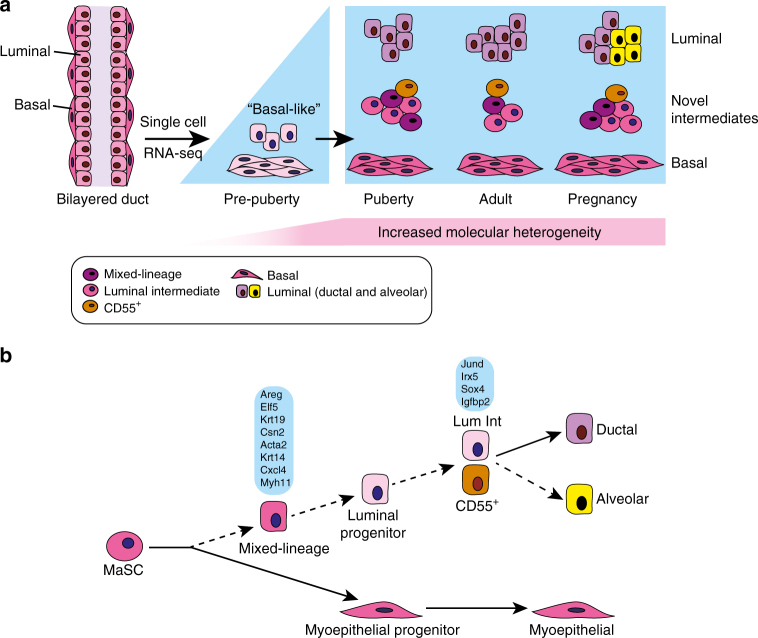
Schematic model depicting lineage relationships and an increase in molecular and cellular heterogeneity during mammary gland ontogeny. **a** A profound shift in gene expression occurs between pre-puberty and the onset of puberty. New intermediate clusters identified include a luminal intermediate (Lum Int) population and a mixed-lineage or ‘lineage-primed’ subset. Lum Int expresses luminal genes at levels intermediate between LP and ML, but a small number of genes (four indicated) showed at least 20% higher average expression. CD55^+^ cells with intermediate properties were readily detectable in puberty and become restricted to the luminal lineage during development. **b** Proposed position of the newly identified clusters along the epithelial hierarchy. The mixed-lineage subset within the basal compartment may represent a transient population that precedes commitment to the luminal lineage. Molecular evidence places the Lum Int cluster between the luminal progenitor and mature ductal/alveolar cells

The basal compartment of the mammary gland appears to be dynamically regulated through the different stages of development in the post-natal animal. In the pre-pubertal gland, the basal-like gene expression signature differs substantially from that of basal cells in pubertal and adult mammary glands, although a few genes were common across the three stages. Moreover, the composition of the basal compartment was similar but not identical between pubertal and adult glands. High-resolution single-cell transcriptome analysis of purified basal cells from adult mice revealed an apparent continuum of cells that exhibited strong basal character. Nevertheless, hierarchical clustering uncovered a rare basal subset that displayed ‘mixed-lineage’ features, namely the expression of canonical basal genes together with numerous luminal genes such as *Elf5*, *Csn2*, *Areg*, *Cd14*, and *Prlr*.

The mixed-lineage or ‘lineage-primed’ cluster in the basal compartment was observed at different developmental stages including puberty, adulthood, and pregnancy. These cells, however, were absent in 2-week-old mammary glands and thus appear to coincide with the increased epithelial diversity that emerges at the onset of puberty. Although scarce amongst basal cells in the steady-state adult mammary gland, mixed-lineage cells were more prevalent in puberty and pregnancy, commensurate with the massive epithelial expansion that accompanies these stages. Their presence in mid-pregnancy is consistent with microarray analysis of the bulk basal cell population at day 12.5^41^. The detection of mixed-lineage or lineage-primed intermediates across different developmental stages suggests that transcriptional priming may not be stochastic. It is presumed that these cells represent a transient population that is poised for commitment to the luminal lineage, reminiscent of ‘lineage-primed’ stem and progenitor cells initially reported in the haematopoietic system^18, 42–44^. Indeed, only luminal and not myoepithelial/basal cells express milk protein genes at the protein level, consistent with the existence of transcriptionally-primed cells. Given that highly purified basal cells appear to comprise lineage-primed cells, it is presumed that these cells are descendants of basal epithelial cells, although the possibility remains that luminal cells could transition to a basal-like state under certain conditions. The demonstration that a single basal cell has the capacity to reconstitute an entire ductal tree upon transplantation into the fat pad^45, 46^ is consistent with the notion of ‘primed’ multipotent cells. Notably, single-cell RNA analyses have identified lineage-primed cells in the haematopoietic system^17, 18^, intestine^20^, and pancreas^19^, as well as heterogeneity in the haematopoietic stem cell pool^47^.

In the luminal compartment of the adult mammary gland, three distinct luminal clusters were visualized through interrogation of single-cell transcriptomes. These corresponded to a novel luminal intermediate cluster (Lum Int) as well as the expected LP and ML populations, which largely reflect differentiation status. Moreover, in contrast to the ML subset, LP cells are largely hormone receptor-negative. The novel cluster forms a prominent population that exhibits properties intermediate between that of the LP and ML subsets, and likely represents a transit population. Interestingly, this cluster was reduced in size in diestrus, perhaps indicating a faster transit time between the progenitor and mature states in response to higher serum progesterone levels. Indeed, the ML population, which expresses high levels of *Esr1* and *Pgr* ^7, 8, 48^, was more pronounced in diestrus than estrus.

CD55 was identified as a novel marker of early progenitor cells. Rare CD55^+^ cells could be discerned in the pre-pubertal mammary gland, where it may mark the earliest prospective luminal precursor cells. Pertinently, CD55 marks the functional separation of the megakaryocytic-erythroid and lympho-myeloid branches in the haematopoietic system^18^. In pubertal glands, a tight cluster of cells that co-express Cd55 with *Aldh1a3*, a marker of mammary progenitor cells^4, 7, 49^ and the receptor tyrosine kinase *Axl* that has been recently implicated in the epithelial mesenchymal transition^50^, could be distinguished. In adult tissue, CD55 was found to mark progenitor cells exclusively restricted to the luminal lineage. Moreover, the CD55^+^ subset falls within the CD14^+^ (and CD61^+^) luminal fractions, where it substantially enriches for highly clonogenic progenitor cells. Interestingly, *Axin-2* cell-fate mapping studies have indicated that the output of cells induced at different stages can differ markedly^51^. Similar observations may apply to CD55^+^ cells during mammary gland development. Although CD55 has been implicated in breast tumorigenesis^52^, its precise role remains to be determined.

Notably, MaSCs were not readily definable through scRNA-seq analyses. Conversely, functional studies based on cell surface marker expression and flow cytometry have led to further fractionation of stem cells from the basal compartment. For example, EpCAM and Procr enrich for MaSCs in combination with other markers^7, 53^. More recently, *Lgr5* and Tspan8 were utilized to resolve three basal subsets with stem cell activity, one of which was highly enriched for dormant MaSCs^26^. Whilst molecular profiling represents a powerful tool for unraveling heterogeneity on a global scale, an understanding of the molecular and functional diversity amongst stem cells in the basal compartment may only be possible through fractionation based on cell surface markers. Interestingly, although hematopoietic stem cells (HSCs) are well-defined, scRNA-seq analysis of human hematopoietic cells indicated a continuum of molecular states downstream of HSCs, implying that lineage restriction can occur in multiple directions^54^.

In summary, the deconstruction of heterogeneity at different developmental time-points by ordering individual cells on the basis of transcriptome similarity has led to unexpected findings on the transcriptional landscape of mammary epithelial cells. The gene expression programs of the definitive mammary lineages appear to be defined near the onset of puberty, with the majority of epithelial cells existing in a unique molecular state prior to this period. In the adult mammary gland, at least two novel intermediate subsets were delineated. The lineage-primed subset evident amongst purified adult basal cells by hierarchical clustering suggests that a basal expression state precedes commitment to the luminal lineage. Collectively, these data on the molecular identity of individual mammary epithelial cells should provide a useful resource for future studies on understanding the molecular networks that drive specification and differentiation.

## Methods

### Mouse strains

The FVB/NJ mouse strain was used for preparation of mammary epithelial cell suspensions for all scRNA-seq and RT-PCR work. All animal experiments conformed to regulatory standards and were approved by the Walter and Eliza Hall Institute Animal Ethics Committee.

### Mammary cell preparation and cell sorting

Mammary glands from 2-week-old (precisely 14 days old), 5-week-old (between 4.7–5 weeks and designated 5 weeks herein) and 10-week-old female mice were collected and single-cell suspensions were prepared and stained^45^. The following antibodies were used: FITC anti-mouse CD29 (rat, clone HMβ1-1, BioLegend Cat#102206, 1/200 dilution), Pacific Blue anti-mouse CD24 (Armenian Hamster, clone M1/69, BioLegend Cat#101820, 1/200), APC anti-mouse CD31 (rat, clone 390, BioLegend Cat#102410, 1/40 dilution), APC anti-mouse CD45 (rat, clone 30-F-11, BioLegend Cat#103112, 1/100 dilution), APC anti-mouse TER-119/erythroid cell (rat, clone TER-119, Biolegend Cat#116212, 1/100 dilution), PE anti-mouse CD55 (Armenian hamster, clone RIKO-3, BioLegend #131803, 1/50 dilution), and biotin anti-mouse CD14 (rat, clone Sa2–8, eBioscience #13-0141-85, 1/100 dilution). To exclude dead cells, cells were re-suspended in 0.5 μg/ml propidium iodide prior to analysis. FACS analysis and cell sorting were performed on a FACS Aria (Becton Dickinson). The Lin^–^ population was defined as Ter119^–^CD31^−^ CD45^–^. FACS data were analyzed using FlowJo software (v 10.1r7, Tree Star).

### Colony-forming assays

For colony-forming assays, freshly sorted cells were embedded in Matrigel (BD PharMingen) and cultured in DMEM/F12 medium supplemented with 1 mM glutamine, 5 μg/ml insulin, 500 ng/ml hydrocortisone, 10 ng/ml epidermal growth factor, 20 ng/ml cholera toxin, and 5% FCS, in a low-oxygen incubator at 37 °C for 7–8 days. Images were captured and colony number was evaluated by ImageJ.

### Single cell capture and library preparation for sequencing

Freshly sorted epithelial cells were submitted to the Fluidigm C1 machine for single-cell capture and complementary DNA (cDNA) preparation according to the manufacturer’s specifications. The 10–15 μm C1 integrated fluidics circuits (IFCs) were used to capture cells, convert polyA^+^ RNA into cDNA, and perform cDNA amplification. Cells were visualized under the microscope to ensure integrity of the captured single cells prior to cDNA preparation. For two experiments, single-cell capture was confirmed by examining 3D images of 100's of individual cells through acquiring Z-stacks of mammary epithelial cells captured on C1 IFCs. The 3D analysis corroborated observations made by regular microscopy. The libraries were prepared using the Nextera XT kit and sequencing was carried out on either an Illumina HiSeq 2000 to achieve 100 bp paired-end reads on a NextSeq 500 to achieve paired-end 75 bp reads.

For high through-put single-cell studies, a 10X Genomics Chromium machine was used for 3000–5000 single-cell capture and cDNA preparation according to the Single Cell 3′ Protocol recommended by the manufacturer. The cells are first washed and prepared in an ideal concentration. The machine partitions thousands of cells into nanoliter-scale Gel Bead-In-EMulsions (GEMs), where all generated cDNA share a common 10x Genomics Barcode but uses a pool of ~750,000 barcodes to separately index each cell’s transcriptome. The silane magnetic beads and Solid Phase Reversible Immobilization beads were used to clean up the GEM reaction mixture and the barcoded cDNA was then amplified in a PCR step. Optimal cDNA amplicon size was achieved using Covaris machine prior to library construction. The P7 and R2 primers were added during the GEM incubation and the P5, and R1 during library construction via end repair, A-tailing, adapter ligation and PCR. The final libraries contain the P5 and P7 primers used in Illumina bridge amplification. Sequencing was carried out on an Illumina Nextseq 500 to achieve 75 bp reads.

### Multiplex single-cell RT-PCR

Single-cell RT-PCR were performed using 96:96 IFC microfluidic chips (Fluidigm). Single cells were flow sorted directly into the individual wells of 96-well PCR plates containing 5 μl/well of CellsDirect PCR mix and RNase Inhibitor mix. Following single-cell sorting, each well was supplemented with 1 μl SuperScript III RT/Platinum Taq (Invitrogen), 1.5 μl Tris-EDTA (TE) buffer and 2.5 μl of 96 pooled TaqMan assays (Applied Biosystems). Single-cell lysates were directly reverse transcribed into cDNA (50 °C for 15 min, 95 °C for 2 min) and pre-amplified for 14 PCR cycles (60 °C for 4 min, 95 °C for 15 s). A mixture containing 2.25 μl amplified cDNA (diluted 1:5), 2.5 μl TaqMan quantitative PCR (qPCR) mix (Applied Biosystems) and 0.25 μl Fluidigm sample loading agent was prepared and loaded onto the IFC chip. A 2.5 μl aliquot of TaqMan assay was mixed with 2.5 μl Fluidigm assay loading agent and loaded onto the IFC chip. The 96:96 chip was then submitted to HX IFC Controller (Fluidigm) before setting up qPCR run on Biomark real-time PCR machine (Fluidigm) following the manufacturer’s instructions; the data were analyzed using the Fluidigm program. Cells not expressing ACTB (β-actin) and GAPDH (Glyceraldehyde 3-phosphate dehydrogenase) were removed from the analysis.

### scRNA-seq bioinformatic analysis

Read pairs from the Fluidigm C1 scRNA-sequencing were mapped to the mm10 mouse genome using the Subread aligner^55^ and assigned to genes using featureCounts^56^ and Rsubread’s built-in refSeq annotation. Mitochondrial genes, ribosomal genes, and Entrez gene IDs without current annotation were removed. To ensure good coverage per cell, cells were dropped from the analysis if fewer than 100,000 read pairs were assigned to the remaining genes or fewer than 1500 genes were detected. For epithelial cells from pregnant mice and basal cells from adult mice, these thresholds were relaxed to 50,000 read pairs and 1000 genes. Finally, genes that failed to achieve 1 count-per-million (CPM) in at least 3 cells were filtered from the analyses. Illumina output from 10X Genomic Chromium sequencing reads was processed using Cell Ranger v2.0. Genewise read counts were exported to Matrix Market format files and read into R.

Statistical analyses of the C1 data were conducted using the edgeR^57^, limma^58^, and Rtsne software packages for R. MDS plots were generated with edgeR’s plotMDS function. Distances on the MDS plots represent leading log fold change, which is the root mean square average of the largest 500 expression log2-fold changes between each pair of cells. Ternary plots were generated using the vcd package with quantile normalized log2-CPM values. Log2-RPKM values calculated using edgeR’s rpkm function with a prior count of 5. Heatmaps were generated using the heatmap.2 function of the gplots package. Log2-RPKM values were standardized to have mean 0 and standard deviation 1 for each gene before producing the heatmaps, after which genes and cells were clustered by Euclidean distance. Differential expression analyses used likelihood ratio tests with negative binomial dispersions estimated by the estimateDisp function^57, 59^. Gene ontology and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses were performed using the goana and kegga functions. t-SNE plots were generated using the Rtsne package.

### Bulk RNA-seq bioinformatic analysis

Signature genes for the basal and luminal cell lineages were obtained from previously published RNA-seq data^22^. The differential expression analysis was performed using the glmTreat function in edgeR with a fold change threshold of 3. Only protein-coding genes were considered in the analysis. Signatures genes for basal, LP, and ML cell types were obtained from other previously published RNA-seq data^8^. Genes were considered cell type specific if they were upregulated in one cell type vs. both other types. The comparisons were performed with a limma TREAT fold change threshold^60^ of 2 for basal vs LP and basal vs ML and 1.3 for LP vs ML. A false discovery rate (FDR) cut-off of 0.05 was applied for each comparison.

### Protein network analysis

The mouse interactome is sparse compared with that available for human^61^, so mouse genes were mapped to human orthologs using the mouse-human ortholog mapping available through the Mouse Genome Informatics resource^62^. Protein interactions were retrieved, from a large collection of manually curated experimentally identified protein interactions^63^, for the orthologs of genes found to be DE between pre-puberty, puberty and adulthood from the scRNA-seq with FDR < 0.001. Only direct interactions between genes were used. Gene Ontology terms “signal transduction” (GO:0007165) and “TF activity” (GO:0003700) were used to identify signal transduction and transcript factor genes, respectively. Networks were merged with differential expression data and functional categories, and imported to Cytoscape for analysis and visualization. Networks were generated for the 2 vs. 5 week comparison, and for the 5 vs. 10 week comparison. Small subnetworks corresponding to sets of genes of interest were sampled from these background networks.

### Single-cell western analysis

Freshly sorted single-cell suspensions (30,000 cells per ml) were loaded onto the scWest chip for 20 min. Optical visualization was performed to confirm and mark the single-cell capture sites followed by gentle washing in resuspension buffer according to the manufacturer’s conditions. The scWest chip was then submitted to the Milo machine (Protein Simple) for lysis, electrophoresis and protein immobilization. Protein targets were probed on-chip with primary antibodies against Keratin 14 (rabbit polyclonal, Thermofisher, cat#: LBVRB-9020-P0, 1:80 dilution) and Keratin 8/18 (rat, clone: TROMA-1, DSHB, 1:80 dilution) overnight at 4 °C and then with secondary antibodies, either anti-rat Alexa-647 (Invitrogen; 1:100 dilution) or anti-rabbit Alexa-555 (Invitrogen; 1:100 dilution) for one hour at room temperature. The probed chip was washed, air-dried and analyzed using a fluorescence microarray scanner (Innoscan 710).

### Confocal analysis on whole-mounts and histological sections of mammary glands

Tissues were dissected, fixed in 4% paraformaldehyde and incubated overnight at 4 °C with primary antibodies. The following day, tissues were incubated with secondary antibodies. Tissues were subsequently incubated in 80% glycerol before dissection for three-dimensional imaging^64^. The following primary antibodies were used: Keratin 14 (rabbit polyclonal, Thermofisher, cat#: LBVRB-9020-P0, 1:500 dilution), Keratin 8/K18 (rat, clone: TROMA-I, DSHB, 1:500 dilution), and Vimentin (mouse, clone LN-6, Sigma cat# V2258, 1:200 dilution). All secondary antibodies were Alexa Fluor-conjugated: anti-rabbit Alexa Fluor 488 (Invitrogen; 1:500 dilution), anti-mouse Alexa Fluor 555 (Invitrogen; 1:500 dilution), anti-rat Alexa Fluor 647 (Invitrogen; 1:500 dilution).

### Data availability

Sequencing data have been deposited in the GEO database under accession codes: GSE98131 (C1 data) and GSE103275 (10X data). The authors declare that all data supporting the findings of this study are available within the article and its Supplementary Information files.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: Construction of developmental lineage relationships in the mouse mammary gland by single-cell RNA profiling
**Source:** Nat Commun. 2017 Nov 20;8:1627. doi: 10.1038/s41467-017-01560-x
**Supplement:** Supplementary file 1 — Supplementary Information

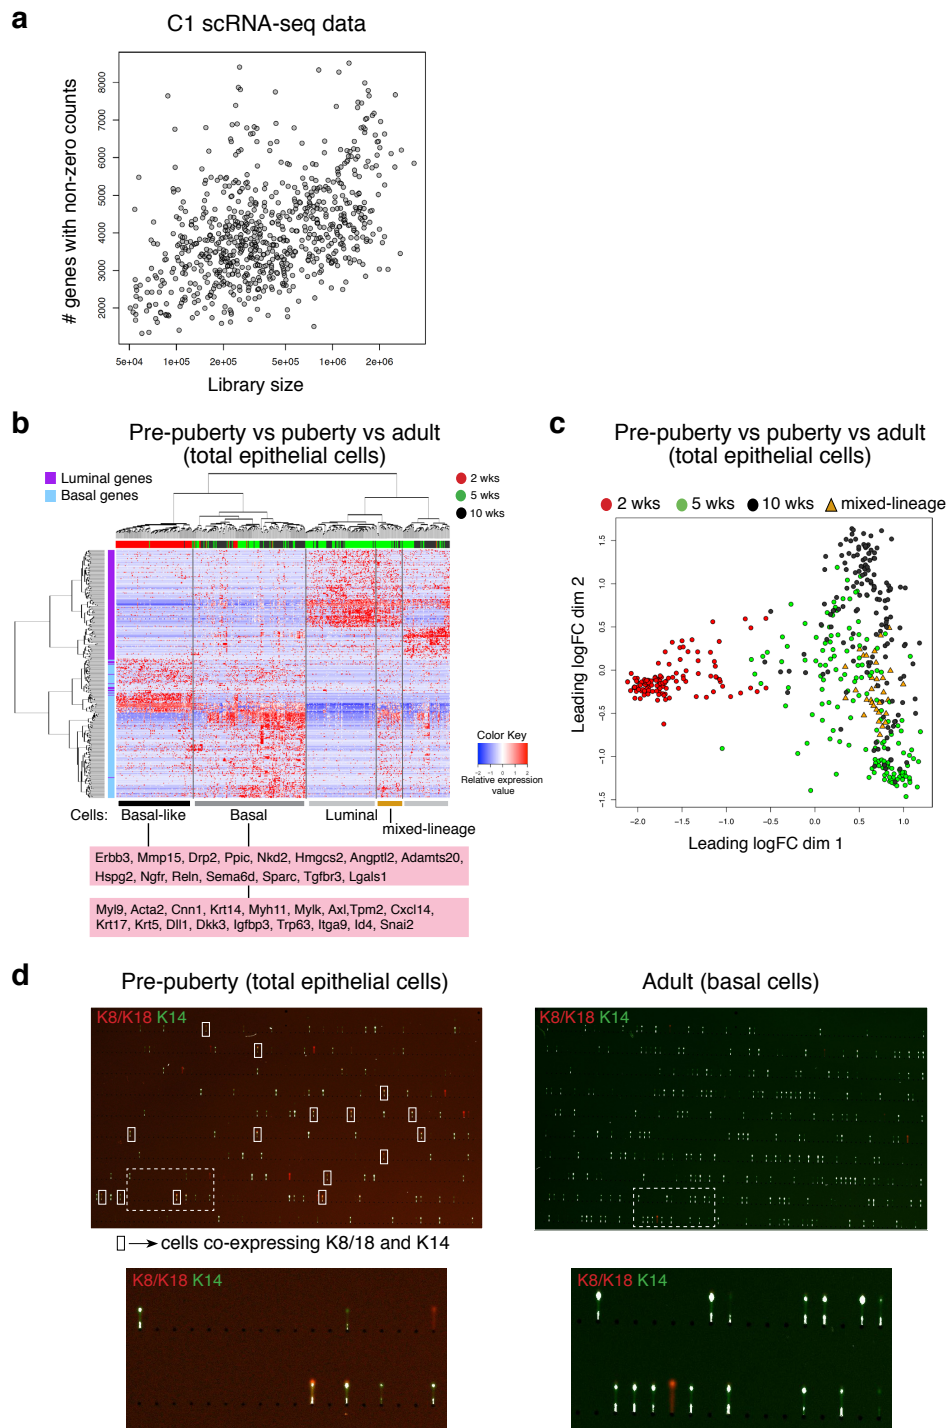

**Supplementary Figure 1. Single-cell transcriptome analysis across three developmental stages.** (a) Scatterplot showing the total number of reads (x-axis) and the number of expressed genes (y-axis) for all cells profiled using the Fluidigm C1 platform. (b) Expression heatmap of epithelial cells from pre-pubertal (2 weeks; red), pubertal (5 weeks; green) and adult (10 weeks; black) mice (same cells as depicted in Fig. 1b-c). Rows correspond to genes known to be basal or luminal-specific<sup>1</sup> (200 genes for each lineage). Genes expressed in fewer than 5% of cells were excluded. Five major cell clusters are marked. Red = high expression; Blue = low expression. (c) Multi-dimensional scaling plot of the same cells as in Fig. 1b-c, with cells from the mixed-lineage cluster in (b) marked as yellow triangles. The plot is the same as in Fig. 1b except for marking of mixed-lineage cells. (d) Single-cell westerns of single total epithelial cells from pubertal (n=6 mice) and single basal cells from adult mammary glands (n=4 mice) using the Milo single-cell western system. The scWest chips were probed with anti-Keratin 8/18 (luminal marker) and anti-Keratin 14 (basal marker) antibodies. Top panels show expression analysis for 118 pre-pubertal epithelial cells (left) and 220 adult basal cells (right). Fifteen pre-pubertal epithelial cells (indicated by rectangles) showed strong co-staining for K8/18 and K14. Magnified images (dashed rectangles) are shown in the lower panels.

**a** Transcription factor and signal transducer network (2 vs 5 wks)

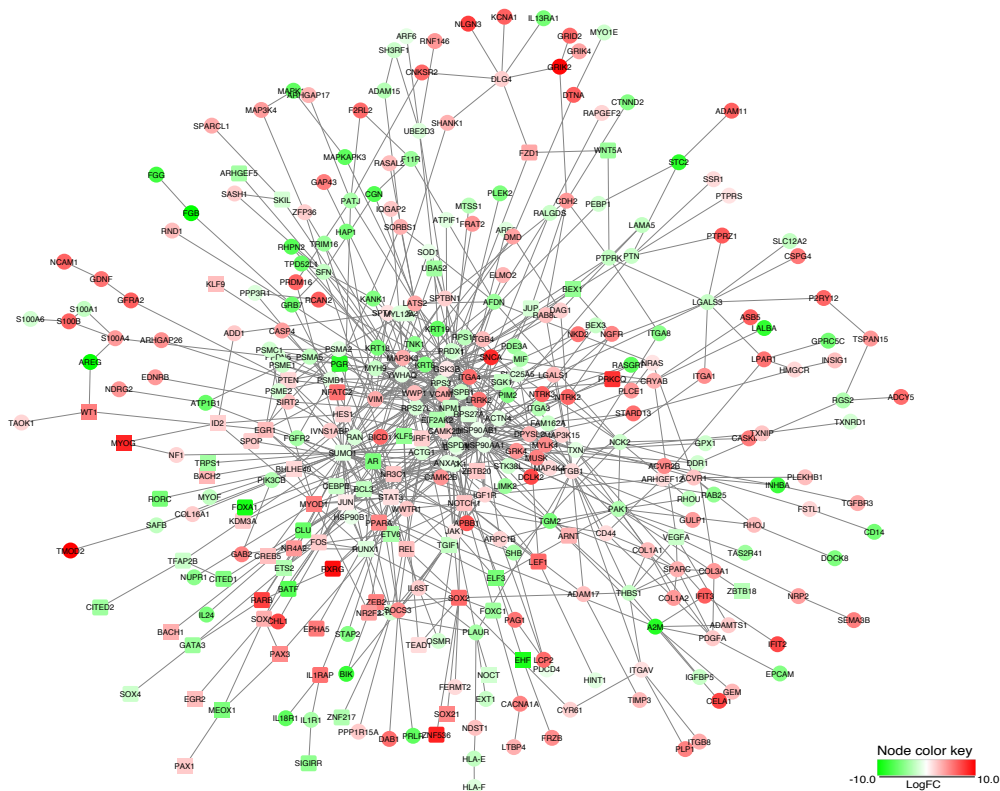

**b** Transcription factor and signal transducer network (5 vs 10 wks)

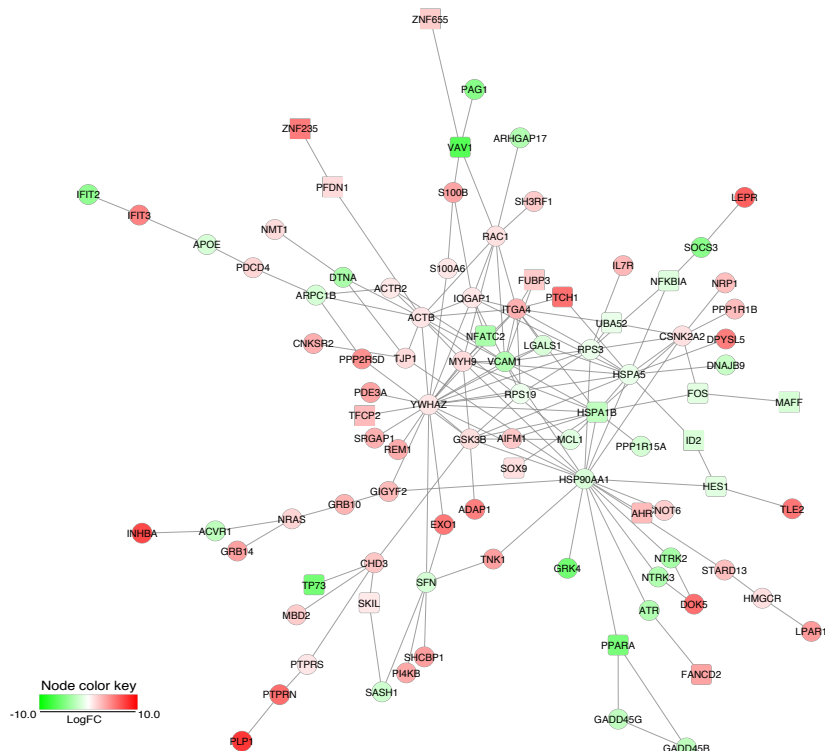

**Supplementary Figure 2. Developmental stages are marked by unique protein-protein interactions.** (a) Protein interaction network of transcription factors and signal transducers that are up-regulated (red) or down-regulated (green) in pre-pubertal cells vs pubertal cells. Node shape represents protein function (circle = signal transduction; square = transcription factor; rounded square = dual function and diamond = none of the above). (b) Protein interaction network of transcription factors and signal transducers that are up-regulated (red) or down-regulated (green) in pubertal vs adult cells.

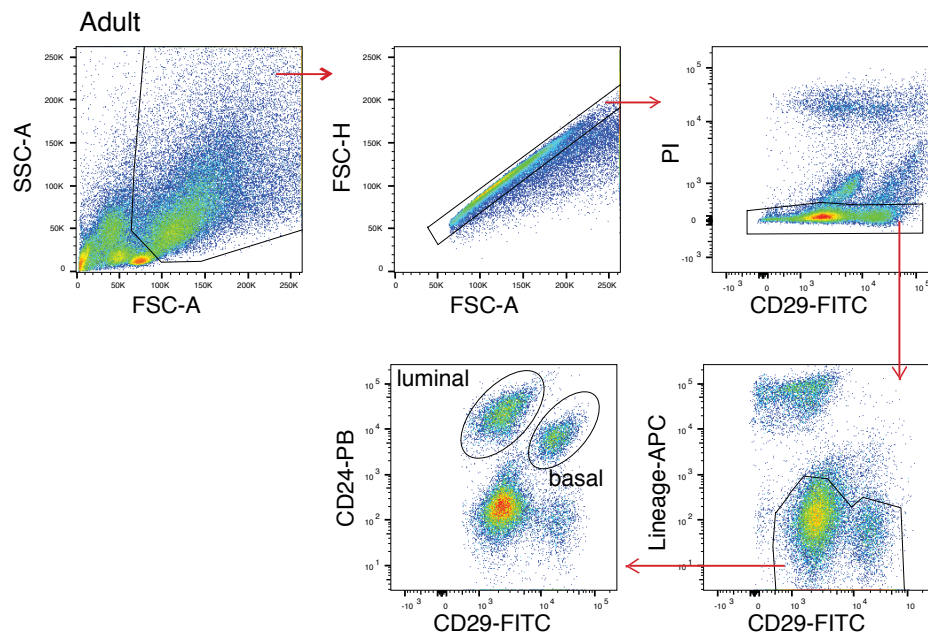

**Supplementary Figure 3. Flow cytometry of mammary epithelial cell preparations.** Representative flow cytometric sorting strategy for the isolation of  $\text{Lin}^- \text{CD29}^{\text{hi}} \text{CD24}^+$  (basal) and  $\text{Lin}^- \text{CD29}^{\text{lo}} \text{CD24}^+$  (luminal) mammary epithelial cells from 9-10 week-old mice. Lineage negative cells are  $\text{CD31}^- \text{CD45}^- \text{TER119}^-$  ( $n > 10$  independent experiments, 4 mice per experiment).

**a**

### Cluster 5 genes

Col3a1, Fgl2, Acta1, Ly6a, Gsn, Igfbp7, Gpx3, Rarres2, Ly6c1, Sparcl1, Igfbp6, Crip1, Anxa1, Aldoa, Cpe, Sncg, Gdpd3, Cd34, Egfl7, Prnp, Rasd1, Nrarp, Qpct, Cd55, Lgals3, Cystm1, Sfrp2, Ugdh, Id3, Serping1, Eno3

**b**

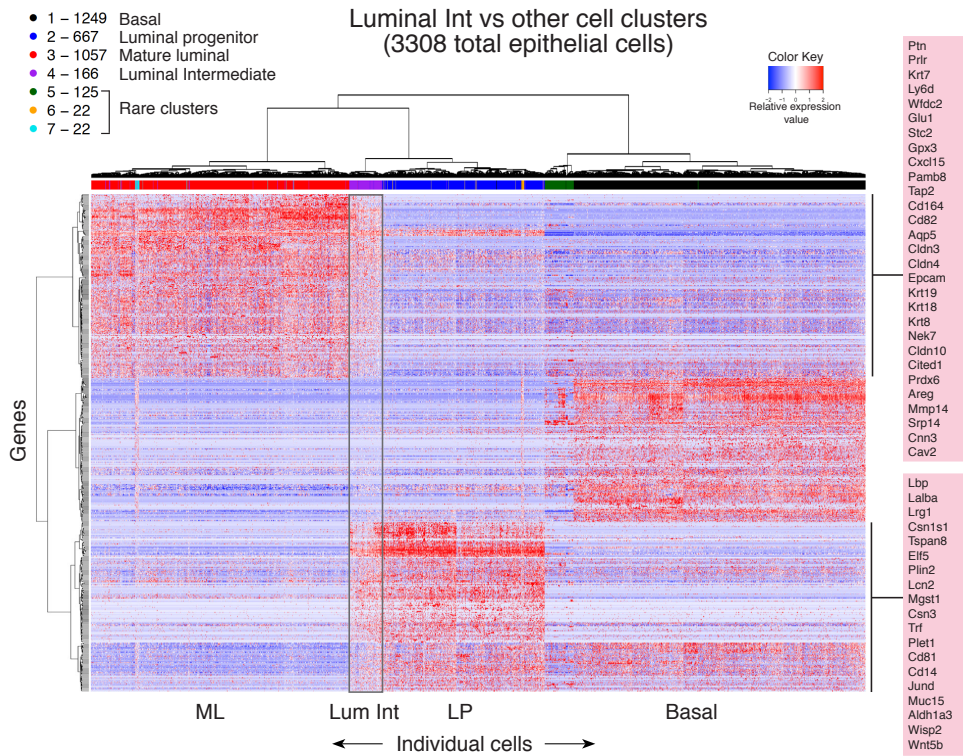

**c**

### Adult luminal cells

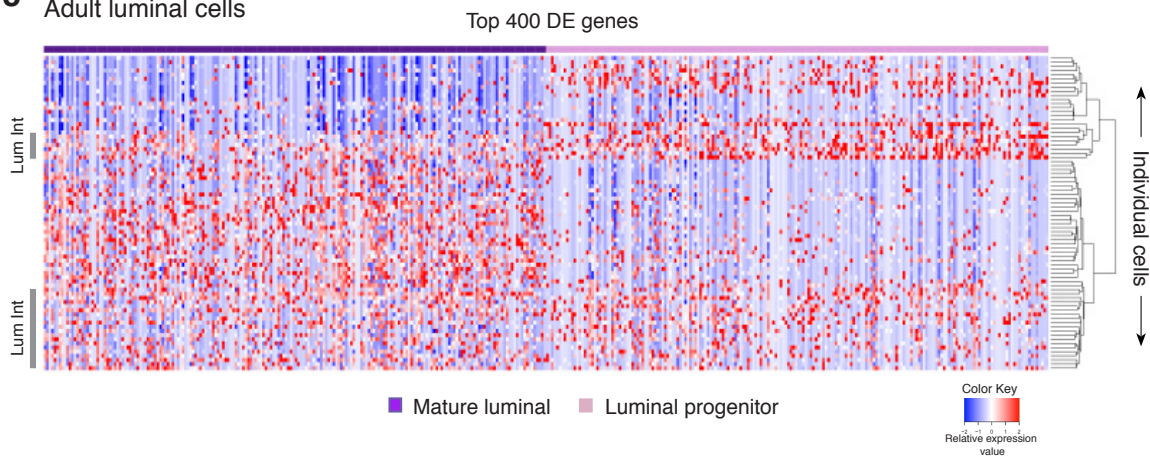

**Supplementary Figure 4. Heterogeneity amongst purified luminal cells in the adult mammary gland.** (a) Most highly expressed genes in Cluster 5 of the t-SNE plot shown in Fig. 4a, demonstrating basal character. (b) Expression heatmap of 3308 adult total epithelial cells (as in Fig. 4). Cells are colored according to t-SNE cell clusters from Fig. 4a. Rows correspond to 553 genes chosen to illustrate the expression profiles of clusters 4-7. Genes have intermediate expression in Lum Int vs LP and ML, or intermediate expression in cluster 6 vs basal and LP, or intermediate expression in cluster 7 vs basal and ML, or intermediate expression in cluster 5 vs basal and the luminal clusters, or else are up-regulated in basal compared to the luminal clusters. Boxes (right side) encompass selected genes shared between Lum Int and ML, and Lum Int and LP. (c) Expression heatmap of purified (sorted) luminal cells (76 cells) from adult mammary glands (n=4 mice) generated using the Fluidigm C1 system, based on expression of the top DE genes between luminal progenitor (LP) and mature luminal cells (ML)<sup>2,3</sup> (200 LP and 200 ML-specific genes). Hierarchical clustering separates LP cells (upper cluster) from ML cells (lower cluster). Second level clusters delineate luminal intermediate cell populations (grey bars) within each of the major subsets.

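Basal character of cluster #5 was assessed with the basal genes of Fig. 4c in the 109 cluster #5 and 1244 basal cells of the adult total epithelial library. *Sparc* was detected in 82.6% (Wilson 95% interval 74.4 to 88.5%) of cluster #5 cells and 91.4% of basal cells, at 3732 ± 412 and 2113 ± 41 CPM (SE over cells). *Myl9* was detected in 46.8% (37.7 to 56.1%) of cluster #5 cells, *Acta2* in 44.0% (35.1 to 53.4%) and *Mylk* in 26.6% (19.2 to 35.6%), compared with 91.8%, 99.9% and 54.0% of basal cells. *Krt14* was found in 10.1% (5.73 to 17.2%) of cluster #5 and 98.4% of basal cells, and *Cxcl14* in 5.505% (2.55 to 11.5%) and 98.2%. The median total count was 1358 in cluster #5 and 1792 in basal cells, and the difference in detection of *Krt14* and *Cxcl14* was wider than the intervals. Cluster #5 cells expressed 7.55% of the 196 basal signature genes on average, basal cells 15.3% and LP cells 0.776%. Of the genes in panel a, 28 of 31 were higher in cluster #5 than in basal cells. These 31 genes had named the cluster, so that result was largely built in. When genes had to be detected in at least 5% of the cells, 14 were both tested and higher. Of the listed genes still tested, only *Aldoa* was not higher. From the genes shown, the paper concludes that cluster #5 has basal character.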

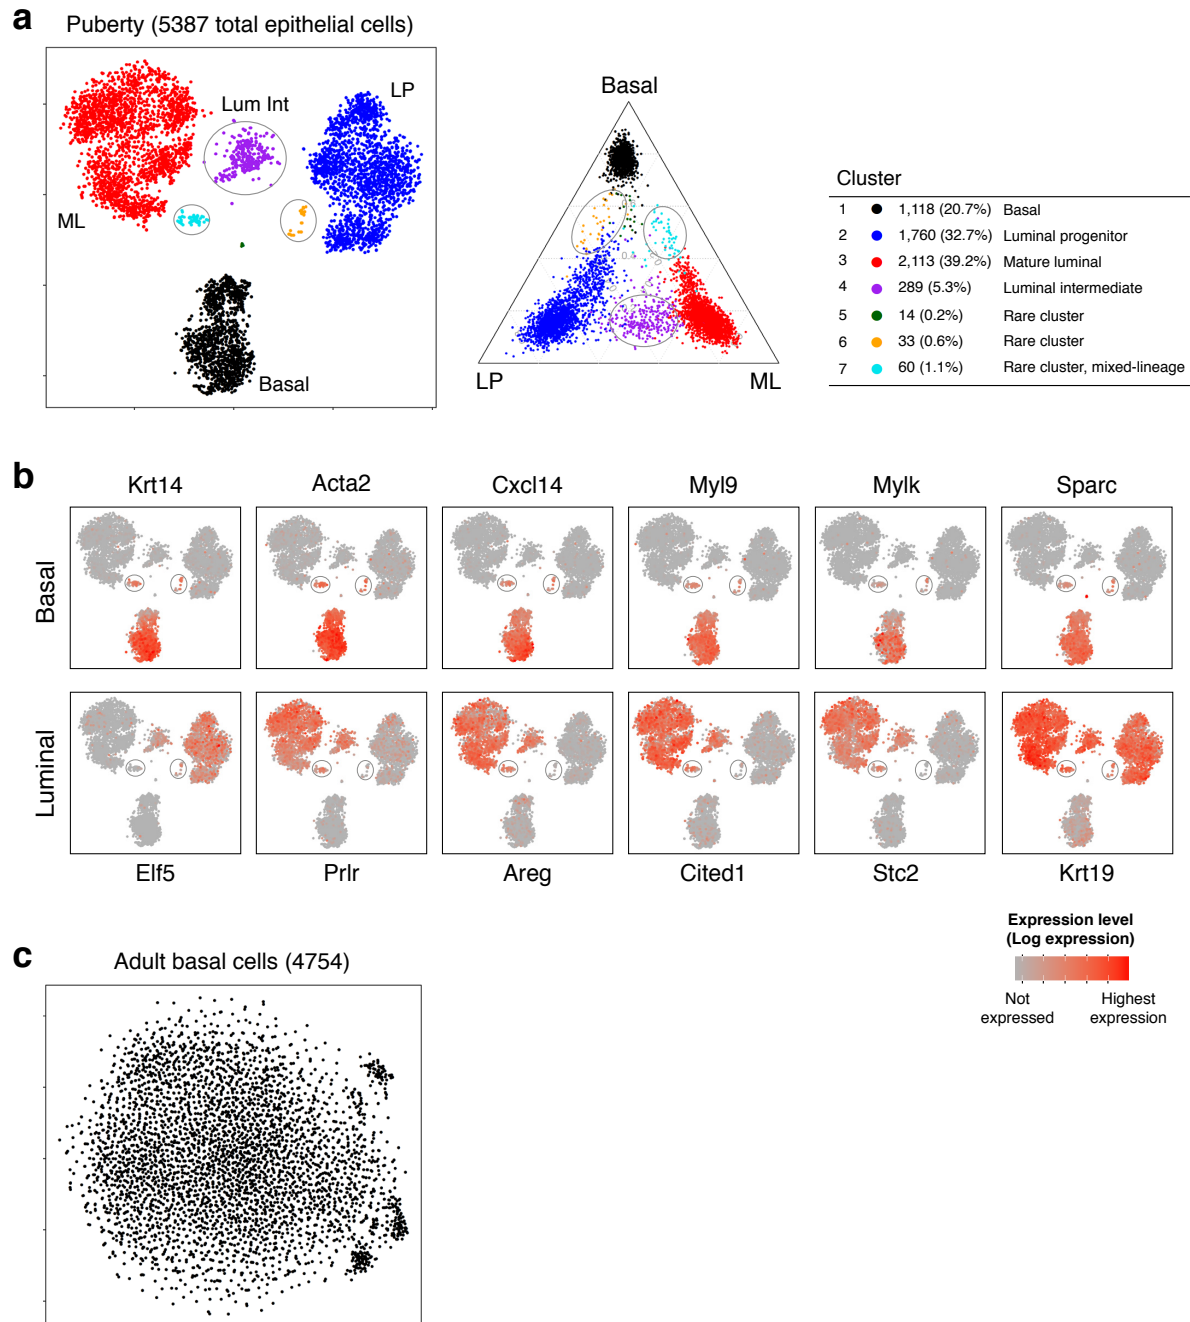

**Supplementary Figure 5. Single-cell RNA-seq of cells from pubertal mammary glands reveals the presence of luminal intermediate and mixed-lineage subsets.** (a) t-SNE plot (left panel) of the transcriptomes of total epithelial cells from pubertal mammary glands (n=6 mice) generated using the 10X Genomics Chromium platform. The major clusters could be identified as basal (cluster 1), luminal progenitor (LP; cluster 2), mature luminal (ML; cluster 3), luminal intermediate (Lum Int; cluster 4) and cluster 7 (mixed-lineage in sky blue, 60 cells), as indicated. The t-SNE clusters were overlaid onto a ternary plot (right panel) showing the expression profile of each cell relative to the basal, LP and ML lineages. Cells are plotted according to the proportion of genes they express that are specific to the three cell types. (b) The epithelial cell clusters were interrogated for the expression of typical basal and luminal genes to determine their patterning amongst the cell clusters. Color indicates expression level in log<sub>2</sub>-CPM. (c) t-SNE plot of the transcriptomes of 4754 purified adult basal cells (n=4 adult mice) generated using the 10X Genomics Chromium platform. A largely homogeneous population was observed, consistent with data presented in Fig. 4a.

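Variation between the sorted basal cells was measured at equal depth. Each cell was thinned to 202 counts, the 10th percentile of this library without mitochondrial and ribosomal genes. Cells with fewer counts were left out. The genes whose counts varied between cells more than a Poisson model allows were counted in 20 random subsets of 667 cells. The subsets were drawn from all cells of this library, including those not named basal. At an FDR under 0.01, 1376.2 ± 32.5 genes (SD over subsets) were overdispersed, 53.0% of the 2599 genes with at least 10 counts. The basal cells of the total epithelial library had 87.9 ± 6.3 such genes at the same depth and number of cells, 3.81% of the tested genes. That group held only cells named basal, so the groups were not selected alike. The subsets are drawn from 1 library each, so the comparison between libraries has no replicate check. Molecules counted more than once in the sorted basal library are a candidate explanation for the excess, as described under other observations. The excess therefore cannot be read as heterogeneity of the cells. Leaving out the thinning moved the values most, to 4255 genes in sorted basal and 3598 in basal cells. These were 85.2% and 44.8% of the tested genes, at depths that differed between the libraries. By cluster, 97.8% of the sorted basal cells were named basal and 2.24% were not. From the single dominant cluster in the t-SNE plot, the paper concludes that the sorted basal cells form a largely homogeneous population.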

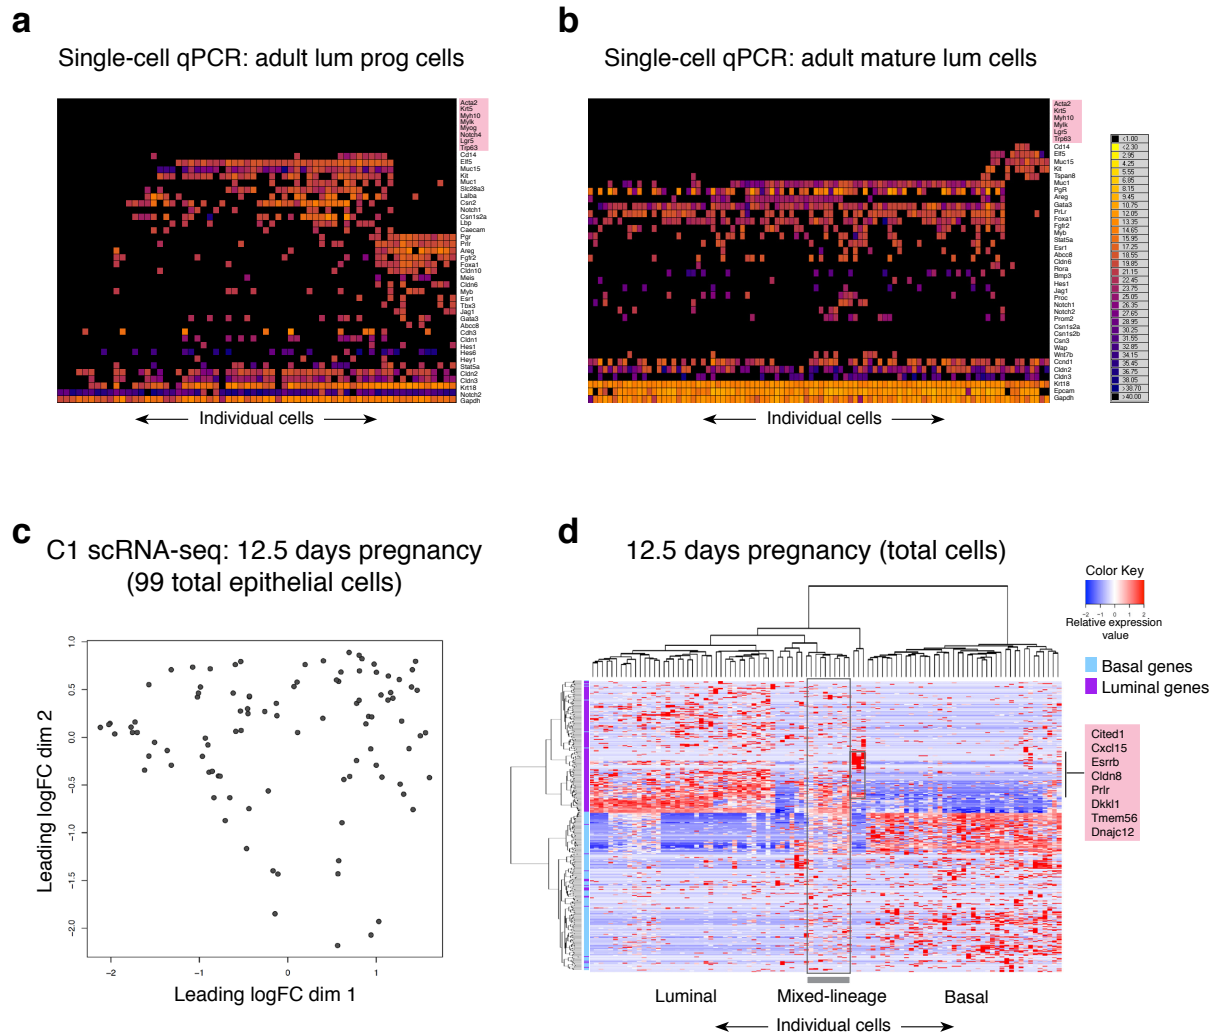

**Supplementary Figure 6. Single-cell RNA expression analysis of adult luminal cells and total epithelial cells from pregnancy.** Heatmaps showing qRT-PCR expression analysis for 64 sorted adult luminal progenitor (**a**) and 94 mature luminal cells (**b**);  $n = 6$  mice per sort, representative of 2 or 3 experiments for mature and luminal progenitor cells, respectively. Taqman assays for 8 basal and 36 luminal lineage genes using the Fluidigm Biomark multiplexed qPCR platform are shown, including the house-keeping gene Gapdh. The color key shows Ct values from black (Ct > 40, no expression) to yellow (highest expression). (**c**) Multi-dimensional scaling plot of 99 mid-pregnancy (12.5 days) epithelial cells ( $n = 2$  mice) showing gene expression changes. Distances on the plot correspond to leading log<sub>2</sub> fold-change between any pair of cells. (**d**) Heatmap showing hierarchical clustering of 99 mid-pregnancy (12.5 days) epithelial cells based on expression of the top 200 basal and top 200 luminal lineage genes<sup>1,2</sup> (Red = high expression; Blue = low expression). A substantial mixed-lineage cluster that expresses multiple core basal and luminal lineage genes, and a tight cluster highly enriched for luminal genes, are indicated.

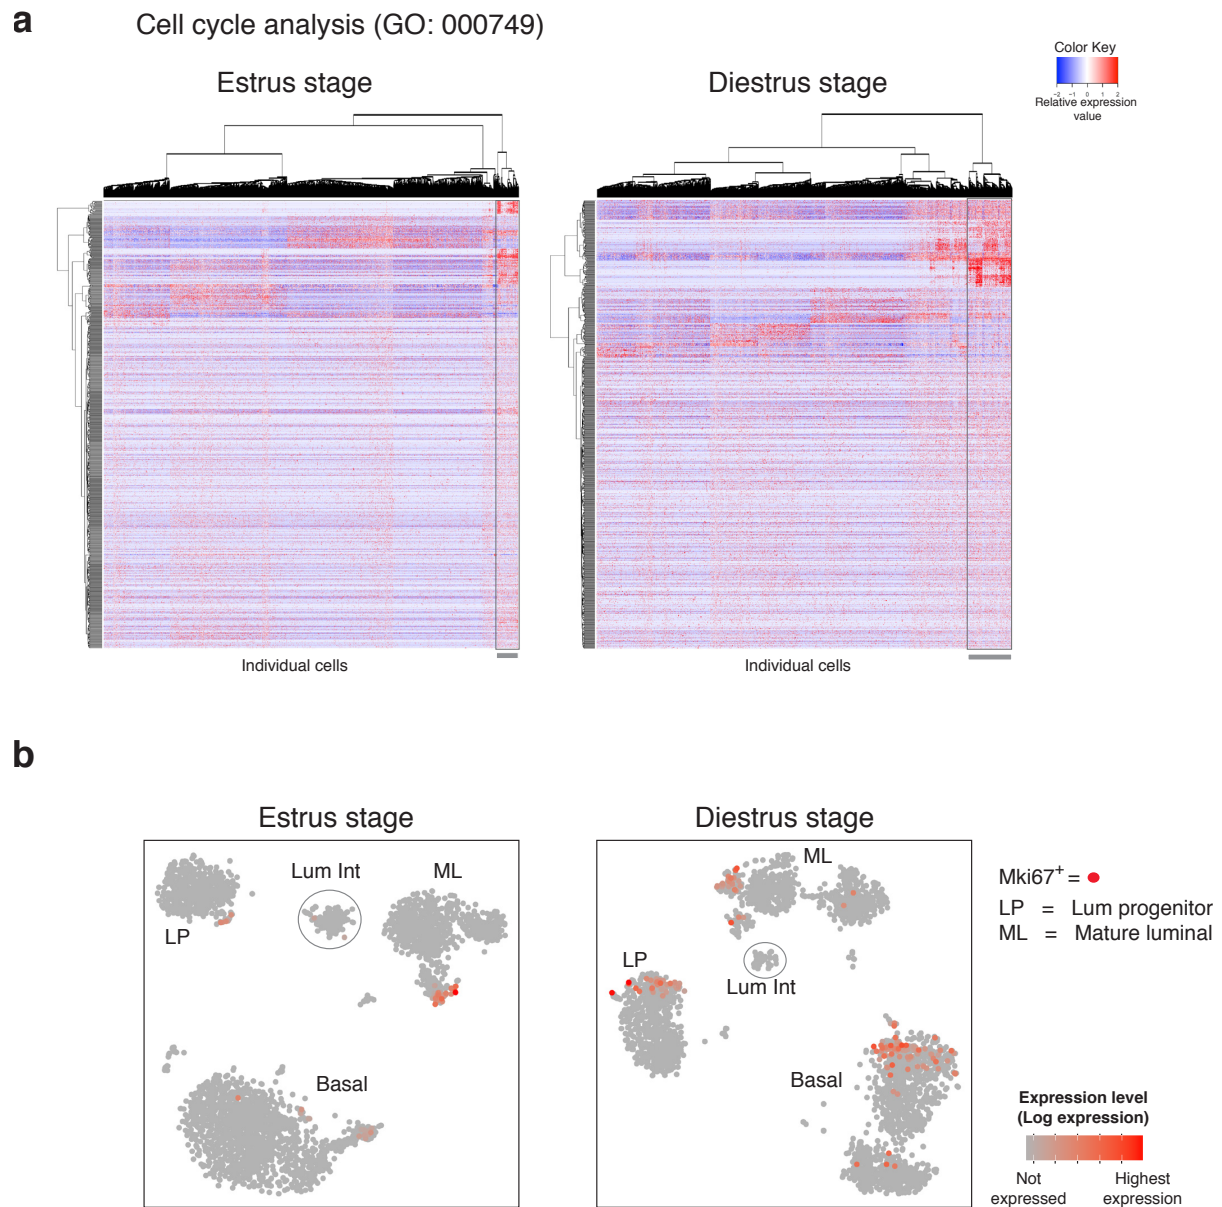

**Supplementary Figure 7. Heatmaps of adult total epithelial cells at Estrus and Diestrus stages by expression of cell cycle genes. (a)** Columns correspond to the same cells as in Fig. 6. Rows correspond to genes associated with the Cell Cycle gene ontology term GO:000749; 920 genes are shown for estrus and 961 genes for diestrus. Hierarchical clustering identifies a cluster of cells on the right in each heatmap with high expression of key cell cycle genes. Cells in this cluster are marked red in Fig. 6b. **(b)** t-SNE plots showing expression of Mki67 (Ki67) in the cell clusters at estrus and diestrus.

**Supplementary Table 1. Summary of single cell RNA-seq experiments**

| Stage                 | Cell lineage     | Number of cells <sup>†</sup> |              |
|-----------------------|------------------|------------------------------|--------------|
|                       |                  | C1 Fluidigm                  | 10X Chromium |
| Pre-puberty (2 wks)   | Total epithelium | 117                          | –            |
| Puberty (5 wks)       | Total epithelium | 181                          | 5387         |
| Adult (10 wks)        | Total epithelium | 162                          | 3308         |
| Pregnancy (12.5 days) | Total epithelium | 99                           | –            |
| Estrus                | Total epithelium | –                            | 2729         |
| Diestrus              | Total epithelium | –                            | 2439         |
| Adult (10 wks)        | Basal cells      | 145                          | 4754         |
| Adult (10 wks)        | Luminal cells    | 76                           | –            |

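For the adult Chromium libraries of the table, the deposited counts covered 4771 sorted basal and 3302 total epithelial cells, and the paper's table gives 4754 and 3308. The lowest total count of a deposited cell was 137 in the sorted basal library and 802 in the total epithelial library, with medians of 487 and 2425.5. The lowest number of genes detected in a cell was 24 and 313.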

<sup>†</sup> The table gives the number of cells that were retained in the analyses after filtering out cells with low sequencing coverage. Columns correspond to developmental stage, cell lineage and scRNA-seq platform.

**Supplementary Table 2. Gene clusters defined by unsupervised clustering of single cell RNA-seq data across developmental stages**

| Gene Clusters <sup>†</sup> |         |        |          |        |           |
|----------------------------|---------|--------|----------|--------|-----------|
| I                          | II      | III    | IV       | V      | VI        |
| Sparc                      | Prdm16  | Pcnp   | Slitrk5  | Cldn7  | Csn2      |
| Tgfbr3                     | Rxrg    | Hmgcr  | Dclk2    | Cldn4  | Csn1s2a   |
| Lgals1                     | Megf9   | Nf1    | Rftn2    | Epcam  | Csn1s1    |
| Sorbs1                     | Hmgcs2  | Pten   | Nfasc    | Krt8   | Cebpb     |
| Timp3                      | Lats2   | Dip2b  | Soga3    | Krt18  | Ehf       |
| Scn7a                      | Sostdc1 | Sptbn1 | Iffo1    | Ly6e   | Cnn1      |
| Vim                        | Plekha4 | Birc6  | Plxnb3   | Sox9   | Krt14     |
| Cadm1                      | Npr3    | Sept2  | Cdh20    | Gata3  | Myh11     |
|                            | Ank3    | Gsk3b  | Epha5    | Dsg2   | Serpinb11 |
|                            | Nr2f2   | Nras   | Pax3     | Areg   | Nrg1      |
|                            | Mpz     | Gpc1   | Ntrk3    | Prlr   | Ctnnd2    |
|                            | Mbp     | Myef2  | Foxd3    | Krt19  | Eno1      |
|                            | Fbxo7   | Ptpns  | Mmd2     | Krt7   | Wbp5      |
|                            | Sox6    | Actb   | Tspan18  | Cd164  | Prdx1     |
|                            | Igsf11  |        | Foxp2    | Ly6d   | Mir682    |
|                            | Spry2   |        | Ptprd    | Ptn    | Dusp7     |
|                            | Meg3    |        | Dlx2     | Foxa1  | Serpinb5  |
|                            | Bach1   |        | Ncam2    | Fgfr2  | Calm2     |
|                            | Dbi     |        | Lef1     | Wnt5a  | Cd24a     |
|                            | Azin1   |        | Itga4    | Kif5c  | Pabpc1    |
|                            | Cd59a   |        | Adamts20 | Pgr    | Sub1      |
|                            | Tiparp  |        | Itga1    | Cxcl15 | Ptma      |
|                            | Casp4   |        | Ldb2     | Klf5   | Npm1      |
|                            | Col5a1  |        | Adam19   | Prom2  |           |
|                            | Lama2   |        | Mcam     | Il33   |           |
|                            | Col1a2  |        | Sfrp1    | Inhba  |           |
|                            | Lpar1   |        | Nkd2     | Myh9   |           |
|                            | Nrn1    |        | Slitrk6  | Cbx3   |           |
|                            | Dmd     |        | Ptprz1   | Cdkn2b |           |
|                            | Prnp    |        | Fabp7    |        |           |
|                            | Hspg2   |        | Cdh2     |        |           |
|                            | Stard13 |        | Slitrk2  |        |           |
|                            | Ncam1   |        | Itgb4    |        |           |
|                            | Zeb2    |        | Hes1     |        |           |
|                            | Cdh19   |        | Egr1     |        |           |
|                            | Plp1    |        | Fos      |        |           |
|                            | Matn2   |        | Sox2     |        |           |
|                            | Prex2   |        | Adam11   |        |           |
|                            | Nid2    |        |          |        |           |
|                            | Fgl2    |        |          |        |           |
|                            | L1cam   |        |          |        |           |

<sup>†</sup> These gene clusters refer to those highlighted on the y-axis in Fig. 1c; examples of highly expressed genes are listed.

**Supplementary Table 3. Top differentially expressed (DE) genes in adult basal and luminal cells**

| Basal <sup>†</sup> |          |               |           |           | Luminal       |               |           |          |               |
|--------------------|----------|---------------|-----------|-----------|---------------|---------------|-----------|----------|---------------|
| Wif1               | Chst11   | 1500015O10Rik | Tpst1     | Trim29    | Stc2          | Tph1          | Liph      | Pdzk1ip1 | Igfals        |
| Antxr1             | Tgfb3    | Fmod          | Klhl29    | Adamts1   | Hp            | Csn3          | Gdpd1     | Cmtm8    | Folr1         |
| Cpxm2              | Hdgfrp3  | Scn7a         | Nebi      | Serpinf1  | Cited1        | Cadps2        | Areg      | Btc      | Cadm4         |
| Cacna2d1           | Mrv1     | Sparc         | Nipal4    | Cntn2     | Rasef         | Nectin4       | Slc1a1    | Tmem30b  | Stra6l        |
| Krt5               | Rcn3     | Cttnbp2       | Fbn1      | Igsf10    | Rhov          | Esm1          | Csn1s1    | Manba    | Mmp16         |
| Cdh3               | Id4      | Psd2          | Col5a2    | Pla2g7    | Prlr          | Cel           | Foxi1     | Myo5c    | Faah          |
| Col14a1            | Kcnmb1   | Tenm2         | Ppic      | Asxl3     | Foxa1         | Slc44a4       | Gpd1      | Bik      | Ugt8a         |
| Dll1               | Bgn      | Dpysl3        | Ngfr      | Kif1a     | Ly6d          | Rassf6        | Cldn4     | Dnajc6   | Glycam1       |
| Col17a1            | Acta2    | Lrrc8c        | Clmp      | Aff3      | Muc4          | Gipc2         | Klk10     | Lrrc8b   | Hepacam2      |
| Slit3              | Rnf150   | Rtn1          | Cdh13     | Cpne8     | Ocln          | Krt18         | R3hdml    | Lgals3   | Cxcl15        |
| Fam129a            | Itga9    | Wnt6          | Aoc3      | Gm21190   | Arg1          | Fam25c        | Msx2      | Ceacam1  | S100a8        |
| Axl                | Tmem200a | Asb2          | Tceal3    | Pknox2    | 2010300C02Rik | Wfdc18        | Nupr1     | Unc13b   | Cd14          |
| Col5a1             | Rnase4   | Sobp          | Lrp1      | P3h1      | Slc28a3       | Sulf2         | Atp1b1    | Cecr2    | Gabrp         |
| Tgfb1i1            | Pcdh7    | Ckb           | Palm      | Ptch2     | Marveld2      | Ctsh          | Tmprss13  | Enpp3    | Agtr1a        |
| Elovl4             | Bzrap1   | Mark1         | Wnt11     | Phyhip    | Pkp2          | Ppp1r9a       | Capn8     | Cd55     | Tacstd2       |
| Chst15             | Col7a1   | Spon2         | Dsc3      | Efcab1    | Nav3          | Dock8         | Crym      | Bdh1     | Hhipl2        |
| Tpm2               | Irx4     | Col4a1        | Abcb1b    | Nkd2      | Cldn3         | Lcp1          | Ano3      | Trf      | Cntnap2       |
| Postn              | Fam65b   | Msrb3         | Scn5a     | Fjx1      | Bglap3        | Tmem56        | Ehf       | Cldn1    | Kcnn4         |
| Hmcn1              | Slc2a4   | Cxcl14        | Nckap5l   | Matn4     | Cgn           | Plac8         | Atp6v1b1  | Nxf7     | Clcn3         |
| Igfbp3             | Krt17    | Eml1          | Begain    | C1s1      | Btn1a1        | Bcl2l14       | Erbp3     | Igsf5    | Lalba         |
| Vwa1               | Cacna1c  | Ism1          | Nrg2      | Fat2      | Spp1          | Aqp5          | Cldn6     | Fer1l4   | Nup210        |
| Aebp1              | Snai2    | Nrg1          | Adcy7     | Sema6a    | Vill          | Ptn           | Spns2     | Slc46a3  | Plb1          |
| Mylk               | Pdpn     | Nectin3       | Galnt16   | Eya1      | Krt19         | Tnfaip2       | Itih2     | Cystm1   | Ncald         |
| Angptl2            | Zfp365   | Gja1          | Wnt10a    | Hunk      | Gca           | Csn1s2a       | Clu       | Csn2     | Arhgef38      |
| Sdk2               | Tspan18  | Gas1          | Cacna1g   | Adamts2   | Elf5          | Thsd4         | Cldn7     | Tmc4     | Hmgcs2        |
| Igfbp2             | Myh11    | Mef2c         | Dact3     | Gm17019   | Clc6          | 2210407C18Rik | AA986860  | Upk2     | Rspo1         |
| Cnn1               | Lhfp     | Jph2          | Ephb1     | Ttc7b     | Sort1         | Esrrb         | Slc22a18  | Rftn1    | Fam174b       |
| Jag2               | Loxl3    | Htr1d         | Lgals1    | Serpinb10 | Shank2        | Wfdc3         | Scnn1a    | Mmp15    | Trim6         |
| Moxd1              | Gfra1    | Sema6d        | Serpinb11 | Hspg2     | Fgb           | Tmprss4       | Cldn8     | Gde1     | Adra1a        |
| Vcan               | Nptx1    | Fbln1         | Mapt      | Kirrel    | Piezo2        | Rab11fip1     | Trp53inp1 | Muc15    | Reg3g         |
| Tshz2              | Popdc2   | Palld         | Gm21149   | Adamts18  | Tspan1        | Sptbn2        | Klhdca7a  | Fcgbp    | Aldh1a3       |
| Col4a2             | Rai2     | Nt5e          | Synpo2    | Fkbp10    | Slc5a1        | Bspry         | Fam234b   | Ltk      | Slc45a3       |
| Trp63              | Tagln    | Hgf           | Dkk3      | Them5     | Mboat1        | Ttc39a        | Cd82      | Wap      | Srcin1        |
| Nkd1               | Camk4    | Drp2          | Reln      | Ptpm      | Ptpn18        | Tjp3          | Aldoc     | Ogfr1    | Pls1          |
| Fstl1              | Hs6st2   | Soga1         | Krt14     | Eogt      | Smim22        | Tmc5          | Rasgrf1   | Aifm3    | Abca3         |
| Col18a1            | Kcnq5    | Abat          | Tril      | Speer4d   | Zfp750        | Muc20         | Wnt4      | Syne4    | Sptlc3        |
| Lmo1               | Lama1    | Tenm3         | Sh3rf3    | Rgl1      | MIph          | Capn5         | Acsbg1    | Muc1     | 2610528J11Rik |
| Actg2              | Plod2    | Dchs1         | Aatk      | Zfhx4     | Dkk1          | Ceacam10      | Mal2      | Slc8b1   | Tmem125       |
| Nexn               | Adamts20 | St3gal2       | DLk2      | Bmp7      | Tmprss2       | Tspan33       | Kit       | Dnajc12  | Prex1         |
| Myl9               | Clip3    | Ntng2         | Spock2    | Vwa2      | Podxl         | Basp1         | Abcc8     | Rab17    | Upk3a         |

<sup>†</sup> Basal cells (Lin<sup>-</sup>CD29<sup>hi</sup>CD24<sup>+</sup>) and luminal cells (Lin<sup>-</sup>CD29<sup>lo</sup>CD24<sup>+</sup>): the signature genes (top 200 DE genes for each lineage) are from Fu *et al.* (2015)<sup>1</sup> (population level, listed in order from top left to bottom right). In the case where a gene was not expressed in a given scRNA-seq dataset, then the next DE gene was included.

**Supplementary Table 4. Gene clusters defined by clustering of single-cell RNA-seq data for pubertal and adult mammary glands**

| Cluster | Gene List <sup>†</sup>                                                                                                                                                                                                                                                                                                                                                                                 |
|---------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| I       | Plac8, Arg1, Foxa1, Gipc2, Stc2, Cxcl15, Ptn, Ly6d, Tmem56, Prlr, Areg, Crym, Cited1, Upk3a, Fgb, Itih2, Dnajc12, Tspan1, Gpd1, Cadps2, Mal2, Cystm1, Gdpd1, Cd82, Lgals3, Tacstd2, Clu, Cldn4, Cldn7, Krt19, Krt18                                                                                                                                                                                    |
| II      | Cd14, Aldoc, Muc1, Bglap3, Muc15, Ano3, Plb1, Foxi1, Muc4, Kit, Kcnn4, Csn1s1, Csn2, Csn1s2a, Ehf, Csn3, Wfdc18, Trf, Clic6, Btn1a1, Lalba, Fcgbp, Spp1                                                                                                                                                                                                                                                |
| III     | Fstl1, Sparc, Tgfbr3, Col14a1, Lgals1, Antxr1, Axl, Fbn1, Palm, St3gal2, Aldh1a3, Cd55, Adamts2, Lrp1, Col5a1                                                                                                                                                                                                                                                                                          |
| IV      | Tpm2, Myl9, Myh11, Cnn1, Krt14, Tagln, Acta2, Mylk, Krt5, Cxcl14, Krt17, Cpne8, Palld, Scn7a, Postn, Gja1, Dpysl3, Pdpn, Fstl1, Sparc, Tgfbr3, Col14a1, Lgals1, Antxr1, Axl, Fbn1                                                                                                                                                                                                                      |
| V       | Plac8, Arg1, Foxa1, Gipc2, Stc2, Cxcl15, Ptn, Ly6d, Tmem56, Prlr, Areg, Crym, Cited1, Upk3a, Fgb, Itih2, Dnajc12, Tspan1, Gpd1, Cadps2, Mal2, Cystm1, Gdpd1, Cd82, Lgals3, Tacstd2, Clu, Cldn4, Cldn7, Krt19, Krt18, Tpm2, Myl9, Myh11, Cnn1, Krt14, Tagln, Acta2, Mylk, Krt5, Cxcl14, Krt17, Cpne8, Palld, Scn7a, Postn, Gja1, Dpysl3, Pdpn, Fstl1, Sparc, Tgfbr3, Col14a1, Lgals1, Antxr1, Axl, Fbn1 |
| VI      | Tpm2, Myl9, Myh11, Cnn1, Krt14, Tagln, Acta2, Mylk, Krt5, Cxcl14, Krt17, Cpne8, Palld, Scn7a, Postn, Gja1, Dpysl3, Pdpn, Fstl1, Sparc, Tgfbr3, Col14a1, Lgals1, Antxr1, Axl, Fbn1, Snai2, Col18a1, Serpinb11, Moxd1, Vcan, Nrg1, Tril, Sema6d, Lama1, Rtn1, Hs6st2, Wif1, Bmp7, Adamts18, Tgfb1i1, Col4a1, Igfbp2                                                                                      |
| VII     | Tpm2, Myl9, Myh11, Cnn1, Krt14, Tagln, Acta2, Mylk, Krt5, Cxcl14, Krt17, Cpne8, Palld, Scn7a, Postn, Mrvi1, Cacna2d1, Tenm2, Synpo2, Gja1, Dpysl3, Pdpn, Fstl1, Sparc, Tgfbr3, Col14a1, Lgals1, Antxr1, Axl, Fbn1                                                                                                                                                                                      |

<sup>†</sup> These gene clusters refer to those highlighted on the x-axis in Fig. 3a; examples of prominently expressed genes in each cluster are listed.

## Supplementary References

1. Fu, N.Y. *et al.* EGF-mediated induction of Mcl-1 at the switch to lactation is essential for alveolar cell survival. *Nat Cell Biol* **17**, 365-375 (2015).
2. Lim, E. *et al.* Transcriptome analyses of mouse and human mammary cell subpopulations reveal multiple conserved genes and pathways. *Breast Cancer Res* **12**, R21 (2010).
3. Sheridan, J.M. *et al.* A pooled shRNA screen for regulators of primary mammary stem and progenitor cells identifies roles for Asap1 and Prox1. *BMC Cancer* **15**, 221 (2015).

How the deposited data were processed for this re-analysis (not part of the article)

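Single-cell RNA-seq counts of adult mouse mammary epithelium were analysed for 2 samples, each 1 10X Chromium library made from cells pooled from 4 FVB/NJ mice at 10 weeks of age. They were sorted basal cells (Lin-CD29 hiCD24+) and total epithelial cells (Lin-CD24+). The condition of each sample was taken from the sample labels and from Supplementary Table 1 and the figure legends of the paper. The C1, pubertal, estrus-stage, quantitative PCR and flow cytometry data of the paper are not in the files analysed here, and sentences that rest on them carry no data.

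The authors processed the sequencing reads of both libraries with Cell Ranger v2.0 and deposited the count of unique molecules for each gene in each cell, as whole numbers without normalization. The transcriptome release, the genome build and the threshold of the filter on cells with low coverage are not stated for this platform; the C1 reads were mapped to mm10. Counting by Cell Ranger already includes the collapse of reads from the same molecule and the choice of barcodes that hold cells, and neither step can be repeated from the counts. Reads shared between near-identical genes are left out by such counting, which lowers the counts of paralogs. Genes are identified by Ensembl IDs and symbols as deposited. Gene positions were taken by Ensembl ID from the GENCODE annotation of GRCm38, the assembly also called mm10, with positions counted from 1.

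The sorted basal library held 4771 cells with 2488704 counts in all, 137 to 1946 per cell with a median of 487. The total epithelial library held 3302 cells with 9227651 counts, 802 to 12967 per cell with a median of 2425.5. At the median depth, 3 counts were 0.616% of the counts of a sorted basal cell and 0.124% of those of a total epithelial cell, and lower shares in a single cell rest on fewer than 3 counts. Percentages of cells are given with Wilson 95% intervals. There is 1 library per condition, so no difference has a replicate check. Cells are the units of every test, and p-values describe the cells of each pool.

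Clusters were computed with scanpy 1.11.5 and leidenalg 0.10.2 in Python 3.11.15. Genes detected in fewer than 3 cells and mitochondrial and ribosomal genes were left out. Counts were scaled to 10000 per cell and transformed by the natural log of 1 plus the value. The 2000 most variable genes gave 30 principal components, and a shared-neighbour graph of 15 neighbours was clustered by the Leiden method at a resolution of 3. Groups were named from their summed counts by the mean over signature genes of log2(CPM + 10), with the naming threshold at 0.25 and the cluster #5 threshold at 0.5. The signatures were the basal genes of Supplementary Table 3 (196 of 200 names matched), the LP and ML genes of Supplementary Table 4 (23 and 31 matched) and the genes of Supplementary Fig. 4a (31 matched). Groups with the same name were merged. The sorted basal cells were clustered in the same way and named with the reference groups of the total epithelial library.

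Differential expression between clusters was tested in edgeR 4.0.16 under R 4.3.3, with estimateDisp and the likelihood ratio test, as the paper's methods describe, and Benjamini-Hochberg adjustment. The library size was the total count of the cell over the tested genes, and genes detected in at least 3 of the tested cells were kept. The FDR threshold was 0.01 for LP, Lum Int and ML and for the basal and luminal marker genes, and 0.05 for cluster #5 against basal cells. Likelihood ratio statistics under 1e-06 were set to 0. The log2 fold changes are those of the edgeR fit, which adds a small prior count to each cell. They are therefore smaller than log ratios of average CPM, most so for genes with few counts. Average expression was the mean of CPM over cells, and the ratio of Lum Int to the higher of LP and ML had a percentile interval from 1000 bootstrap draws of cells within clusters. Variation between cells was measured by the index of dispersion of each gene with at least 10 counts against a Poisson model, in 20 random subsets of 667 cells thinned to 202 counts per cell. Cells with fewer counts were left out. The sorted basal subsets were drawn from all cells of that library, and the other subsets from the cells of 1 named cluster. For genes with less than 1 count per cell on average, the p-value came from the number of pairs of counts that fell in the same cell. That form of the p-value replaced a chi-square approximation after a first run on the deposited counts, because the chi-square form gave false calls on simulated data. In the first run as well, many more genes were overdispersed in the sorted basal library than in the other groups, whereas the order among the other groups differed. Intervals used scipy 1.17.1 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.

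Genes named in the text were chosen by rule. They are the genes the paper names for the adult Chromium data, the 5 DE genes with the largest Lum Int ratio among those with an interval above 1.2 and detection in at least 10% of Lum Int cells, and the 5 genes outside Supplementary Fig. 4a with the largest log2 fold change of cluster #5 over basal. Only 1 gene met the Lum Int rule. The keratin gene *Krt5* is used in addition, in 1 test of the origin of cluster #5 whose gene list was written before the test.

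The scripts were tested on simulated data. The counts of LP, Lum Int and ML cells were simulated at the deposited depths from an average profile shared by these clusters. In Lum Int, 200 of the more abundant genes were raised or lowered several-fold. The likelihood ratio test recovered 192 genes (96%) with 0 false calls, which does not give its power for smaller changes or rarer genes. The naming rule recovered all simulated cells of every cluster (100%). These cells were drawn at their own depth from the summed profile of the cluster they had been named to, without variation within clusters. Their recovery was thus nearly fixed in advance and does not show how reliably groups of real cells are found. The dispersion test recovered 151 of 200 genes (75.5%) with 0 false calls. The genes changed in that simulation were drawn from more abundant genes than in its first version.

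Alternatives changed one choice at a time. For the clusters they were a resolution of 1.5, 30 neighbours, 15 principal components, Ward clustering into 40 clusters, a filter of at least 500 genes and at most 10% mitochondrial counts per cell, naming thresholds of 0.15 and 0.35, keeping mitochondrial and ribosomal genes, LP and ML signatures from Supplementary Fig. 4b, and thinning to the median depth of the sorted basal library. For the tests they were edgeR's quasi-likelihood test, TMM normalization, size factors from DESeq2 1.42.0, no filter on low counts, a filter of detection in at least 5% of cells, and clustering on a random 50% of the counts with tests on the rest. For averages they were the CPM of summed counts and the mean of log2(CPM + 1).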

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

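In the sorted basal library, 81 of 4771 cells (1.6978%) formed a group that carried the LP signature together with the basal one. The paper does not report on this Chromium group, although it describes rare mixed-lineage cells among adult basal cells profiled on the C1 platform. The share of the 81 cells was above the 0.0629% that 3 cells would make up. Their median total count was 800 against 485 in the basal cells of that library. *Krt19* was detected in 58.0% of them and *Elf5* in 29.6%, against 2.10% and 0.0858% of the basal cells, while *Krt14* was detected in 40.7% against 81.9%. If basal and LP cells had been captured together, the median count would be near the sum of the basal median and the LP median expected at this depth. It was 0.6727 of that sum, which lies between the range predicted for pairs (at least 0.8) and that predicted for single cells (under 0.65), so the test did not decide. If the cells were LP cells that entered the sort and carried basal RNA from other cells, their basal share of basal and LP signature counts would be low on a scale from 0 in LP to 1 in basal cells. The median share was 0.0993 (quartiles 0.0128 and 0.2387), under the 0.15 predicted for that case, whereas the basal-LP mixed cells of the total epithelial library had 0.3273. Both predictions were written after the group had been seen. LP cells with basal RNA from other cells are a candidate explanation. The 6 basal genes of Fig. 4c were each detected less often than in the basal cells of that library. For each, the Wilson 95% intervals did not overlap. *Acta2* was detected in 39.5% against 81.9%, *Cxcl14* in 29.6% against 68.4% and *Sparc* in 21.0% against 49.1%. A pair would hold the RNA of a whole basal cell, so these values argue against joint capture for the group as a set. Single pairs within it are not excluded. No biological explanation was tested, since the design has 1 library of sorted basal cells.

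A further 26 sorted basal cells (0.545%) carried the cluster #5 signature, which the paper reports only for the total epithelium. They were flagged because the share exceeded the 0.0629% of 3 cells. At least 2 markers from a list of 7 fibroblast genes were detected in 80.8% (Wilson 95% interval 62.1 to 91.5%) of these cells, compared with 1.05% of the sorted cells named basal, and *Krt5* or *Krt14* in 23.1% against 85.6%. Fibroblasts in the sort are a candidate source. In cluster #5 of the total epithelium, 69.7248% of the cells carried at least 2 markers of 1 non-epithelial cell type, and 42.2% did for fibroblasts. Another 95 and 64 cells formed groups that were named basal but had raised cluster #5 scores of 0.463 and 0.368, below the threshold of 0.5. The count of 26 thus depends on the threshold. It depends on the clustering as well, with 338 cells at a resolution of 1.5. The origin of the groups of 95 and 64 cells was not tested separately.

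Among the total epithelial cells, 14 (0.424%) formed a group without the basal, LP, ML or cluster #5 signature. This exceeded the 0.0909% that 3 cells would make up, and the paper does not report on such cells. At least 2 markers of 1 non-epithelial cell type were detected in 71.4286% of them (Wilson 95% interval 45.4 to 88.3%), above the level in basal cells (1.29%). The skeletal muscle list alone accounted for 64.2857% of the cells. *Acta1*, the gene of skeletal muscle actin, was detected in 12 of the 14 cells. Skeletal muscle fragments or their RNA in the cell suspension are therefore a candidate source. The prediction, written before the test, named a stromal or vascular origin, and the marker lists were fixed before it. Endothelial and pericyte markers were at 0% and fibroblast markers at 14.3%. The skeletal muscle source is therefore not the origin that the prediction named. The median total count of 1640 was close to the 1792 of basal cells. The quartiles were 1059 and 5361, against 1366 and 2426 in basal cells, and the median number of genes was 698 against 899. Low depth of some of these cells is therefore not excluded. The design offers no condition with which a biological explanation could be tested.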

How the results depend on the processing

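The clustering and naming rules, the tests, the rule for named genes and all alternatives except 1 were chosen before the processed files arrived. The exception, cluster #5 joined with the unassigned cells, was chosen after seeing the data. The p-value of the dispersion test was also changed after a first run on the deposited counts, as described with the methods. Among the values of headline results under alternatives, 105 were the same and 33 moved.

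Across the alternatives, the percentage of basal cells ran from 37.7 to 38.0%, of LP cells from 19.7 to 21.4%, of ML cells from 31.9 to 32.9% and of cluster #5 cells from 3.22 to 3.73%. The number of DE genes between LP, Lum Int and ML ran from 2870 to 5745, within 1.5 times of the main value of 4081. All 12 marker genes separated basal and luminal cells under every alternative test, normalization and filter on genes. The alternative clusterings and naming thresholds were not applied to them. Thinning to the median depth of the sorted basal library reduced Lum Int to 3.9067% of the cells and both mixed clusters to 0.0%. Cluster #5 went from 109 to 116 cells. Where the cells of the mixed clusters went was not traced. The basal-LP mixed cells were also at 0.0% with a resolution of 1.5 or 30 neighbours, which merge small groups, and the basal-ML mixed cells at 0.0% with a naming threshold of 0.15, where a weak LP score makes them carry all 3 signatures. The match of ternary corners was 99.3313% at a resolution of 1.5, 99.4995% with 30 neighbours and 100.0% with 15 principal components.

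The percentage of sorted basal cells outside the basal cluster, 2.2427% in the main setting, was the least stable of the cluster results. It was 8.7613% at a resolution of 1.5, 3.9824% with 30 neighbours, 5.9317% with 15 principal components, 4.0662% with Ward clustering, 8.2192% with the filter on cells, 5.9526% with mitochondrial and ribosomal genes kept and 5.5334% when each cell was named by its own counts. In the clusterings of the full library, the group with basal and LP genes had from 80 to 90 cells, while the group named cluster #5 ran from 26 to 338. By size, it was thus mainly the border between basal cells and cluster #5 that moved. Whether the same cells made up these groups was not checked. The filter of 500 genes keeps only the deepest cells of the library.

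The percentage of DE genes with Lum Int between LP and ML, 85.6653% in the main setting, was 87.5766% with summed counts, 86.8575% with detection in 5% of cells, 83.7979% with clustering and tests on separate parts of the counts, 82.974% with the quasi-likelihood test, 78.8803% with TMM normalization, 72.933% with DESeq2's size factors and 41.4114% with averages of log2(CPM + 1). The count of DE genes at least 20% higher in Lum Int, 154 in the main setting, was 71 with detection in 5% of cells, 377 with TMM, 613 with DESeq2's size factors and 1285 with averages of log2(CPM + 1). Lum Int cells have more counts than LP and ML cells. An average of log values rises with the number of counts per cell even when the shares of RNA are equal, so the change to 41.4114% could come from depth. With the other normalizations more genes were DE, 4787 with TMM and 5745 with DESeq2's size factors. The averages stayed CPM in both cases, so the share between LP and ML fell with them only through the set of genes called DE. The same holds for the counts of 377 and 613 genes. These values do not show how the averages would change under other normalizations.

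The number of listed genes higher in cluster #5 than in basal cells, 28 in the main setting, was 14 with detection in 5% of cells. That filter leaves out genes that are confined to a small cluster, so 21 of 36 named cluster #5 genes, *Igfbp2* and *Igfbp6* have no value under it, and *Igfbp6* has none with clustering and tests on separate parts of the counts. Under the same filter *Aldoa* reversed to a log2 fold change of 0.1318 (FDR = 0.444), from -0.0165. When the unassigned cells were joined to cluster #5, *Acta1* reversed from -0.0361 to 7.167 and *Aldoa* to 1.8162, and *Eno3* became significant with 3.795. Of the other rows for single genes, 4 ratios of Lum Int moved and 321 were the same. The ratios could not change under the quasi-likelihood test, TMM or DESeq2's size factors, which do not enter an average of CPM.

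Overdispersed genes without thinning numbered 4255.45 in sorted basal, 3598.35 in basal, 3891.0 in LP and 4276.6 in ML cells, because more counts show more variation, and 135.55 in basal cells at an FDR of 0.05. At that FDR ML cells had 135.95 genes, so the difference between basal and ML cells in the main setting (87.85 and 107.3) was absent. As a ratio of gene counts, the excess of sorted basal over basal cells, 1376.2 against 87.85 genes in the main setting, was thus far smaller without thinning. As a share of the tested genes, it was 85.2% against 44.8% without thinning and 53.0% against 3.81% in the main setting. Without thinning, the cells of the libraries differ in depth. Depth also limits the rare clusters, since 22 cells leave intervals of 20 or more percentage points on most detection rates, and genes such as *Igfbp2*, found in 1 Lum Int cell, cannot be compared.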

Differences from the paper's values

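No number or share of cells or of DE genes that the paper states for these libraries was more than 1.5 times apart from the main setting here. The paper's statement of at least 20% higher expression was not met by *Igfbp2*, as described below. The numbers of cells differed slightly. The deposited counts covered 4771 sorted basal and 3302 total epithelial cells against the paper's 4754 and 3308, and cluster #5 comprised 109 cells against the paper's 125. With a resolution of 1.5, 30 neighbours or 15 principal components, cluster #5 had 123 cells. The table in Fig. 4a shows about 29% for LP cells, read by eye, while 667 of 3302 cells were 20.2% here; the paper's own number of LP cells is also 667.

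The paper's number of DE genes between LP, Lum Int and ML is 3711, and 4081 were found here. The alternatives set before the files arrived gave from 2870 to 5745 genes, and the nearest was 4010 without a filter on low counts. Only the 5745 genes with DESeq2's size factors were more than 1.5 times the paper's number. The paper states that more than 88% of the DE genes changed steadily, and 85.7% did here. None of the alternatives exceeded the paper's percentage; the highest was 87.6% with summed counts, and 41.4% with averages of log2(CPM + 1) was the only one more than 1.5 times apart.

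The paper names *Igfbp2* among the genes with higher average expression in Lum Int than in LP or ML. Its ratio was 0.531 here (bootstrap 95% interval 0 to 3.39), with detection in 1 Lum Int cell. With clustering and tests on separate parts of the counts, the ratio was 4.05, and with summed counts 1.16. The paper's wording is relative to either LP or ML, and the Lum Int average of 1.177 CPM was below both 1.185 in LP and 2.214 in ML.

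The paper lists *Acta1*, *Eno3* and *Aldoa* among the genes most highly expressed in cluster #5 relative to basal cells. Their log2 fold changes here were -0.0361, 0.0792 and -0.0165. None of the alternative tests, normalizations and filters on genes set before the files arrived made any of them significantly higher. The alternative clusterings were not applied to this comparison. With a resolution of 1.5, 30 neighbours or 15 principal components, cluster #5 had 123 cells and 0 cells were unassigned. Whether the 14 unassigned cells of the main setting joined cluster #5 there was not traced. When the 14 unassigned cells were joined to cluster #5, an alternative chosen after seeing the values, the log2 fold changes were 7.167, 3.795 and 1.816, and all 31 listed genes were higher than in basal cells.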

Other observations

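Lum Int cells expressed LP and ML genes together, and 3 predictions were written before the tests to ask whether LP and ML cells captured in the same droplet could produce this. The median total count of Lum Int cells (5296) was 0.9281 of the sum of the LP and ML medians, within the range predicted for pairs (at least 0.8). Against simulated pairs, each the sum of the counts of an LP and an ML cell, 0 genes differed at an FDR under 0.01 among 10644 tested, in the test of LP and ML cells captured together for genes beyond a mixture. The same number of Lum Int cells (165) differed from LP cells in 594 genes and from ML cells in 489. The test had limited power. It recovered 13 of 200 genes raised 1.5-fold and 54 of 200 raised 2-fold in simulated pairs, controls that were added after the result of 0 genes had been seen. Raw p-values under 0.01 numbered 178 for Lum Int and 64 between 2 sets of simulated pairs, so small differences are not excluded. *Jund* had the smallest FDR, 0.0145, with a log2 fold change of 0.464 over the pairs. The number of cells gave the opposite answer. At the rate at which basal-LP and basal-ML mixed cells occurred, 14.5 LP and ML pairs were expected, and Lum Int had 11.3991 times as many cells, above the limit of 2 set for pairs. That calculation assumes that all pairs form at random and that the mixed clusters are pairs, and LP and ML cells that stay attached to each other after dissociation would break it. The counts per cell and the result of 0 genes are therefore as predicted for joint capture, and the abundance is not. The gene result is weak, given the low power and the 178 against 64 raw p-values under 0.01. An intermediate cell state with a high RNA content remains a hypothesis that these data cannot tell apart from adhering LP and ML cells. The paper has further evidence that was not analysed here. It reports intermediate luminal cells among sorted luminal cells on the C1 platform, where captured cells were inspected by microscopy. It also reports Lum Int in the pubertal gland and a smaller Lum Int population in diestrus.

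The share of DE genes with Lum Int between LP and ML was also computed with the averages of the simulated pairs in place of those of the Lum Int cells. The DE genes were those found with the real Lum Int cells, and no test was run with the pairs. Genes that were DE because Lum Int itself differed were thus kept, so the values for pairs and Lum Int cells are not like for like. It was 95.0257% (Wilson 95% interval 94.3 to 95.7%), higher than the 85.7% of the Lum Int cells, and 28 DE genes were at least 20% higher in the pairs than in LP and ML, against 154. The prediction, written before the test, was that any mixture of LP and ML cells would give at least as high a share. Apart from sampling, a sum of an LP and an ML cell lies between them by construction. The prediction was therefore nearly bound to hold and is no evidence for joint capture. A high share of intermediate genes may thus arise from any mixture and does not by itself separate a cell state from joint capture. The lower share in Lum Int cells was not tested further.

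The rare mixed clusters were examined in the same way, with predictions written before the tests. The median total count of the basal-LP mixed cells was 1.0092 of the sum of the basal and LP medians, and that of the basal-ML mixed cells 0.8407 of the sum of the basal and ML medians. Both were in the range predicted for cells captured together. Whether the total number of these cells fits random pairs was not tested. Neither the counts nor the paper give an independent rate of pairs, and no rate from outside these sources was used. At the rate set by both clusters together, 17.0 basal-LP and 27.0 basal-ML pairs were expected, against 22 cells in each cluster. No test was made of that split. Joint capture is a candidate explanation for both clusters, and other explanations, such as cells with a mixed-lineage state and more RNA, were not tested.

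Cluster #5 lay nearest to basal cells in its summed profile, but the keratin genes of basal cells were rare in it. *Krt5* or *Krt14* was detected in 10.1% of its cells, against 99.4% of basal cells. At least 2 markers of 1 non-epithelial cell type were detected in 69.7248% of its cells (Wilson 95% interval 60.5 to 77.6%) and in 1.29% (0.793 to 2.08%) of basal cells, from marker lists for 6 cell types that were written before the test. The prediction spoke of most cells, and the cut-off of 50% was set in the script. Fibroblast markers accounted for 42.2% of the cells, Schwann cell markers for 16.5%, and endothelial and pericyte markers for 15.6% each. Its 3 groups of 62, 25 and 22 cells differed, with 27.4% endothelial and 27.4% pericyte in the first, where only 51.6% (39.4 to 63.6%) of the cells had at least 2 markers of any 1 type, 100% fibroblast in the second, and 77.3% Schwann cell and 68.2% fibroblast in the last. Stromal and vascular cells that passed the Lin-CD24+ gate are a candidate explanation for most of cluster #5, by the prediction written before the test, and the origin of the remaining cells of its largest group is open. Contractile genes such as *Acta2* and *Myl9*, found in 44.0% and 46.8% of its cells, are shared by pericytes and basal cells, and a basal subset without keratin expression was not tested separately.

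The sorted basal cells looked homogeneous at a median of 487 counts per cell. To ask whether the low depth could hide rare clusters, the total epithelial library was thinned to that depth, with the prediction written before the test. The cells named as 1 of the 4 rare clusters (Lum Int, cluster #5 and both mixed clusters) numbered 318 at full depth and 245 after thinning, a ratio of 77.0440%. The cells were not traced one by one. Lum Int went from 4.997 to 3.9067% of the cells and cluster #5 from 3.301 to 3.513%, and neither mixed cluster was found. In the sorted basal library itself, groups of 81 and 26 cells were found at its own depth, so low depth does not hide every rare group. The test did not decide how far the homogeneity of this library depends on its depth. The written prediction gave no numeric cut-off, and the test was left undecided because some but not all of the rare clusters were found.

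More genes were overdispersed in the sorted basal library than in the basal cells of the total epithelial library at equal depth, 1376.2 against 87.85. This was unforeseen, and the prediction for it was written afterwards. If molecules had been counted more than once, for instance through errors in the molecule tags, counts of a gene would fall in the same cell more often than chance by the same excess per count for genes of any level. The excess was 20.5 same-cell pairs per 100 counts for genes with 10 to 20 counts and 20.2 for genes with 50 to 100 counts, a ratio of 1.0152, where ratios within 1.5 were predicted for this cause. It was 23.4 for genes with 20 to 50 counts and 27.7 for genes with 100 to 300 counts. The basal cells of the total epithelial library had 2.04, 2.49, 2.52 and 6.08 in order of level, and their values for the same groups of genes as in the ratio were also within 1.5 times of each other. The ratio therefore does not set the sorted basal library apart, and only the size of the excess does. Genes were compared in groups by level and not 1 by 1. The overdispersed genes were counted in all sorted cells, and the same-cell pairs only in sorted cells named basal. Molecules counted more than once in the sorted basal library are a candidate explanation, and bursts of transcription with the same size for all genes were not tested.

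*Cd55*, which the paper follows by flow cytometry in luminal cells, was detected in 25.9% of LP, 27.9% of Lum Int, 9.44% of ML, 0.482% of basal and 17.4% of cluster #5 cells of the adult total epithelial library. In the sorted basal library it was detected in 0.1501% of the basal cells. Detection at this depth underestimates the share of cells that express the gene.

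Of the genes tested between LP, Lum Int and ML, *Gm20604* was the only DE gene outside the paper's list that was detected in at least 10% of Lum Int cells and had a ratio interval above 1.2. It was found in 15.8% of Lum Int, 4.65% of LP and 5.38% of ML cells, with a ratio of 3.27 (1.23 to 7.07). Its average in Lum Int was 79.1 ± 34.2 CPM (bootstrap SE).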
